# Mitochondrial Transfer Regulates Cell Fate Through Metabolic Remodeling in Osteoporosis

**DOI:** 10.1002/advs.202204871

**Published:** 2022-12-11

**Authors:** Wenjin Cai, Jinglun Zhang, Yiqian Yu, Yueqi Ni, Yan Wei, Yihong Cheng, Litian Han, Leyi Xiao, Xiaoxin Ma, Hongjiang Wei, Yaoting Ji, Yufeng Zhang

**Keywords:** intercellular mitochondria transfer, macrophages, mesenchymal stem cells, metabolic bone diseases, mitochondria

## Abstract

Mitochondria are the powerhouse of eukaryotic cells, which regulate cell metabolism and differentiation. Recently, mitochondrial transfer between cells has been shown to direct recipient cell fate. However, it is unclear whether mitochondria can translocate to stem cells and whether this transfer alters stem cell fate. Here, mesenchymal stem cell (MSC) regulation is examined by macrophages in the bone marrow environment. It is found that macrophages promote osteogenic differentiation of MSCs by delivering mitochondria to MSCs. However, under osteoporotic conditions, macrophages with altered phenotypes, and metabolic statuses release oxidatively damaged mitochondria. Increased mitochondrial transfer of M1‐like macrophages to MSCs triggers a reactive oxygen species burst, which leads to metabolic remodeling. It is showed that abnormal metabolism in MSCs is caused by the abnormal succinate accumulation, which is a key factor in abnormal osteogenic differentiation. These results reveal that mitochondrial transfer from macrophages to MSCs allows metabolic crosstalk to regulate bone homeostasis. This mechanism identifies a potential target for the treatment of osteoporosis.

## 1 Introduction

Coordinated activity of various cell types in the bone marrow is essential for maintaining homeostasis.^[^ ^1^ ^]^ Bone homeostasis is mainly determined by the balance between bone resorption by osteoclasts and bone formation by osteoblasts and is closely related to the overall metabolism.^[^ ^2^ ^]^ Compared to healthy people, patients with metabolism‐related diseases caused by factors, such as age and hormones have disrupted bone homeostasis and are at higher risk of osteoporosis and fragility‐related fractures.^[^ ^2^, ^3^ ^]^

Osteoporosis is a systemic metabolic disease characterized by imbalanced bone homeostasis, low bone mass, and microstructural changes. Previous studies showed that immune cells, such as macrophages, are essential for maintaining bone homeostasis and are involved in the development of osteoporosis.^[^ ^4^ ^]^ Macrophages are a heterogeneous population of cells that are converted to a proinflammatory (M1) or anti‐inflammatory (M2) state in response to environmental stimuli. These cells regulate bone homeostasis by secreting related factors.^[^ ^4^, ^5^ ^]^ Macrophages promote osteogenic differentiation of mesenchymal stem cells (MSCs) through osteostatin (OS)‐M and bone morphogenetic protein (BMP)‐2 secretion.^[^ ^6^ ^]^ Interleukin (IL)‐6 and tumor necrosis factor (TNF)‐*α* are secreted by proinflammatory M1‐like macrophages and inhibit osteogenic functions.^[^ ^5^, ^7^ ^]^ Current research on signaling between macrophages and MSCs mainly focuses on how macrophages regulate MSC activity by paracrine signaling. However, in the complex bone marrow environment, whether there are additional direct communication modes needs further study.

Previous studies on intercellular communication focused on electrical coupling, paracrine signaling, and gap junction transmission. Recently, new communication modes that rely on organelle transfer between cells have received considerable attention.^[^ ^8^ ^]^ Mitochondria are the energy source for eukaryotic cells and are crucial for regulating cell metabolism and differentiation. Thus, mitochondrial transfer is currently receiving extensive attention.^[^ ^9^ ^]^ Recipient cells can capture functional mitochondria released by donor cells into the extracellular space.^[^ ^9^, ^10^ ^]^ Tunneling nanotubes (TNTs) and microvesicles (MVs) are the most common mitochondrial transport pathways.^[^ ^11^ ^]^ The form of mitochondrial transfer between cells helps the mitochondria of donor cells integrate into the endogenous mitochondrial network of receptor cells, thus causing changes in the bioenergy status and other functions of receptor cells.^[^ ^12^ ^]^ However, the circumstances under which mitochondrial transfer occurs and the underlying physiological implications require further investigation.

Mitochondrial transfer is implicated in multiple disease processes, including inflammatory pain,^[^ ^13^ ^]^ ischemic stroke,^[^ ^14^ ^]^ hypoxia‐induced pulmonary hypertension,^[^ ^15^ ^]^ acute lung injury repair,^[^ ^10^ ^]^ cancer cell growth,^[^ ^11^, ^16^ ^]^ and allograft rejection.^[^ ^17^ ^]^ Since mitochondrial transfer may be involved in the pathogenesis of some diseases, interventions targeting the transfer process are currently under investigation.^[^ ^18^ ^]^ Spees et al. demonstrated that mitochondria‐depleted cells restore normal cellular viability by capturing healthy mitochondria from donor cells.^[^ ^19^ ^]^ Other studies showed that when cells such as lung epithelium, cardiac muscle, and neurons are damaged, supplementing healthy mitochondria from MSCs can restore mitochondrial homeostasis and energy metabolism of the recipient cells.^[^ ^9^, ^20^ ^]^ However, the metabolic cascade in the target cells that are activated by mitochondrial transfer and the pathological processes intervened by mitochondrial transfer remain unclear. Further, how energy and MSC fate are regulated by other cells during mitochondrial transfer has not been well studied.

The bone marrow in which macrophages and MSCs are present is a freely dispersed environment. Therefore, it is necessary to investigate whether macrophages can transfer mitochondria to MSCs to regulate MSC fate. Here, we aimed to study macrophages that undergo mitochondria‐specific energy stress to release oxidatively damaged mitochondria under osteoporotic conditions and the effect of mitochondria delivery on reactive oxygen species (ROS) production and osteogenic function of MSCs. Furthermore, our results suggest that circulating succinate induces elevated ROS levels and hypoxia inducible factor‐1*α* (Hif‐1*α*) activation to promote increased expression of pro‐inflammatory genes, which in turn affects the osteogenic differentiation of MSCs. Collectively, cell‐to‐cell mitochondrial transfer in the bone marrow environment represents an underappreciated mechanism of cellular communication that has various regulatory effects on bone metabolism and provides new ideas for the prevention and treatment of osteoporosis.

## 2 Results

### 2.1 Macrophages Deliver Mitochondria to MSCs in the Bone Marrow

To verify mitochondrial transfer from macrophages to MSCs, we labeled MSCs with MitoTracker Green and cocultured them with macrophages (labeled with MitoTracker Deep Red) for 0, 3, 6, and 24 h. Confocal microscopy and flow cytometry confirmed the presence of macrophage‐derived mitochondria in MSCs (**Figure** **1**a,d,e; and Video S1, Supporting Information). Previous studies found that mitochondrial transfer relies on membrane carriers such as TNTs and MVs in most cases.^[^ ^11^ ^]^ Moreover, free mitochondria or mitochondrial components can also be extruded or internalized into recipient cells. To investigate the mechanism of mitochondrial transfer and acceptance, we analyzed mitochondrial transfer from macrophages (labeled with MitoTracker Deep Red) to MSCs using a transwell (TW) culture system (0.4 µm pore size) to isolate MSCs from macrophages. Mitochondrial transfer from macrophages to MSCs was partially inhibited in TW culture (Figure 1b–e), indicating that free mitochondria or mitochondria‐containing MVs can be internalized by MSCs.

**Figure 1:**
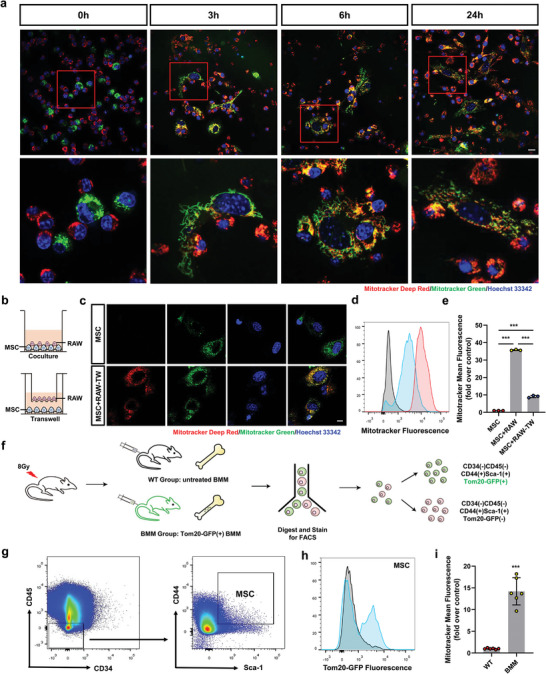
Macrophages deliver mitochondria to MSCs in the bone marrow. a) Representative confocal microscopy pictures of macrophages incubated with MSCs for 0, 3, 6, and 24 h, MSCs were previously labeled with Mitotracker Green (green), and macrophages were labeled with Mitotracker Deep Red (red), Nuclei were labeled with Hoechst 33 342 (blue) (*n* = 3). Scale bar, 10 µm. b) The coculture system and the transwell (TW) culture system determine the mitochondrial transfer form. c) Typical confocal microscope photos of macrophages and MSCs incubated in the TW culture system for 24 h. MSCs were previously labeled with Mitotracker Green (green), and macrophages were labeled with Mitotracker Deep Red (red), Nuclei were labeled with Hoechst 33 342 (blue) (*n* = 3). Scale bar, 5 µm. d,e) Flow cytometric analysis d) and quantification of mean fluorescence intensity e) of macrophages and MSCs incubated in TW culture system for 24 h. Before incubation, macrophages were marked with Mitotracker Deep Red (red). After 24 h of coculture system or the TW culture system, MSCs were collected for flow cytometry to analyze the mean fluorescence intensity of Mitotracker Deep Red (red) in MSCs. Gray line, untreated MSCs. Red line, MSCs exposed to untreated macrophages. Blue line, MSCs exposed to macrophages treated with the TW system (*n* = 3); one‐way ANOVA with Tukey's post‐test. f–i) Schematic representation of mitochondrial transfer assessment in vivo f). Before the tail vein injection of untreated BMM (WT group) or Tom20‐GFP‐labeled BMMs (BMM group), mice received a dose of 8 Gy. Flow cytometry quantified the transfer of mitochondria from Tom20‐GFP‐labeled BMMs to MSCs g) and quantified the mean fluorescence intensity of GFP in MSCs h,i) (*n* = 6). One‐way ANOVA with Tukey's post‐test. Each error bar represents the mean ± SD of three independent experiments. Differences were considered statistically significant at *p* < 0.05. *p < 0.05, **p < 0.01, and ***p < 0.001.

A transmission electron microscopy (TEM) analysis demonstrated that macrophages deliver mitochondria to MSCs in various ways, including free mitochondria, MVs, and TNTs. Further, these structures were internalized by MSCs (Figure S1a,b, Supporting Information). MSC internalization was inhibited by dynasore, an endocytosis inhibitor that acts on dynamin‐dependent clathrinid activity but had no effect on MSC viability (Figure S1c–e, Supporting Information). After preventing the endocytosis of MSCs, the number of mitochondria from macrophages in MSCs decreased significantly (Figure S1c,d, Supporting Information). Finally, we investigated the mitochondrial morphology of MSCs after mitochondrial transfer from macrophages. TEM analysis showed that untreated MSCs had shorter mitochondrial morphology. In contrast, MSCs exposed to macrophages could detect a large number of confluent mitochondria after 24 h of coculture. (Figure S1f, Supporting Information), accompanied by increased expression of Mfn2 in MSCs (Figure S1g,h, Supporting Information).

To test whether intercellular mitochondrial transfer occurs in vivo, we extracted bone marrow‐derived macrophages (BMMs) for cell transplantation experiments. BMMs were labeled with the mitochondrial marker protein Tom20 and used in subsequent experiments after flow cytometry (Figure 1f; and Figure S2a–c, Supporting Information). Confocal microscopy further confirmed the presence of mitochondria of Tom20‐GFP (+) from BMM in MSCs (Figure S2d, Supporting Information). BMMs expressing Tom20‐GFP were re‐injected into irradiated mice via the tail vein (Figure 1f). We analyzed the MSC phenotype using flow cytometry (Figure 1g; and Figure S2e, Supporting Information) and found that green fluorescence appeared in MSCs (Figure 1h,i; and Figure S2f, Supporting Information), indicating that mitochondrial delivery from macrophages to MSCs occurs in vivo.

### 2.2 Mitochondrial Function in Macrophages is Altered in Osteoporosis

Macrophages are essential for regulating bone homeostasis.^[^ ^4^ ^]^ Moreover, immune cell activation and function are closely related to cellular metabolism.^[^ ^21^ ^]^ To investigate the metabolic profile of macrophages in osteoporosis, we used an ovariectomy (OVX)‐operated mouse osteoporosis model. Using the flow cytometric analysis of F4/80 macrophages from sham and OVX mice, we assessed mitochondrial reactive oxygen species (mtROS) production by staining cells with 2,7‐Dichlorodi ‐hydrofluorescein diacetate (DCFH‐DA). The mtROS levels of BMMs from OVX mice were higher than those in sham mice (**Figure** **2**a,b). We also analyzed the mitochondrial membrane potential (MMP) of the BMMs. The flow cytometry of tetramethylrhodamine methyl ester (TMRM) showed that the MMP was elevated in BMMs from OVX mice (Figure 2c,d).

**Figure 2:**
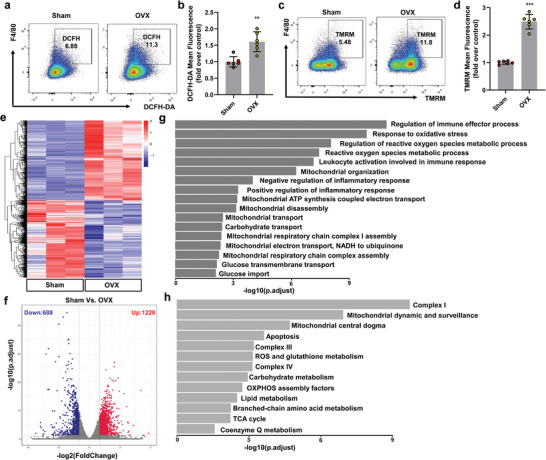
Mitochondrial function of macrophages is altered in osteoporosis. a,b) Macrophages were co‐treated with DCFH‐DA and F4/80 for 30 min, by flow cytometry to quantify ROS and mean fluorescence intensity as a measure of cellular reactive oxygen species production (*n* = 6). Two‐tailed Student's *t*‐test. c,d) Macrophages were cotreated with TMRM (20 nm) and F4/80 for 30 min and then analyzed by flow cytometry to quantify membrane potential (*n* = 6). Two‐tailed Student's *t*‐test. e–h) RNA‐seq analysis in sham or OVX‐treated BMMs (*n* = 3). e) Genes shown by HC. f) Volcano plot of all identified genes. g) GO analysis. h) GO analysis of genes encoding proteins with mitochondrial localization (based on MitoCarta 3.0 dataset) (*n* = 3). Each error bar represents the mean ± SD of three independent experiments. Differences were considered statistically significant at *p* < 0.05. *p < 0.05, **p < 0.01, and ***p < 0.001.

Next, we explored whether the expression of specific gene sets was induced under osteoporotic conditions to identify stage‐specific metabolic profiles. 

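Bone marrow macrophages (BMMs) are grown in culture from bone marrow cells, here with macrophage colony-stimulating factor at 50 ng/mL for 72 h. The marrow came from female C57BL/6 mice after ovariectomy (OVX), which removes the ovaries and their estrogen, or after a sham operation. The sample labels give an age of 8 weeks. RNA-seq counts were analyzed for 3 OVX and 3 sham libraries. According to the methods, poly(A) RNA was sequenced in read pairs, which were mapped to the mouse genome GRCm38 and counted on each gene with featureCounts. The counts cover 55487 genes and were neither normalized nor filtered.

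OVX replicates 1 to 3 held 30022407, 35735898 and 30922648 counts, and sham replicates 1 to 3 held 42401570, 17012923 and 22200028. Sham replicates 2 and 3 were nearly identical. The chi-square between their counts, divided by the value that sampling alone would give, had a median of 2.56 in genes of low count and 3.11 in genes of high count. In the other pairs of libraries of one group this ratio lay between 3.54 and 5.34 at low counts and between 119.98 and 528.83 at high counts. Sham replicates 2 and 3 are therefore counted as 1 sample in every mean and SD below, with n = 3 for OVX and n = 2 for sham. The differential test keeps all 6 libraries, as chosen before the data were examined, and treats that pair as replicates.

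Expression is given as CPM, counts scaled to the size of the library as normalized by edgeR's TMM method. Genes were kept by edgeR's filterByExpr and tested with its quasi-likelihood F-test (two-sided), with p adjusted by Benjamini and Hochberg. A gene is called changed at a fold change of at least 2 and an adjusted p of at most 0.05.

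**Figure D1:**
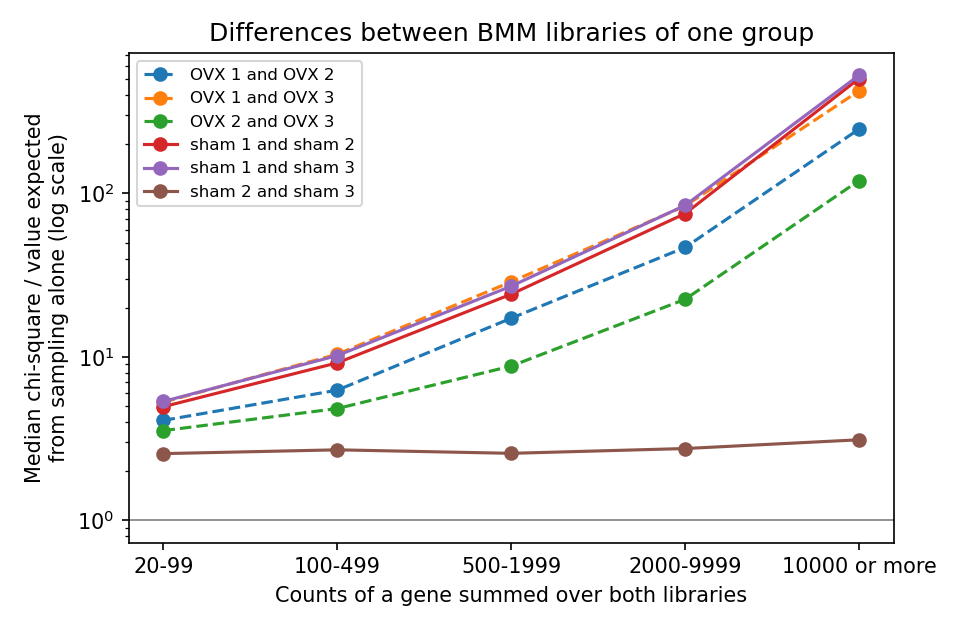
Difference between BMM libraries of one group, as the median chi-square of a gene divided by the value expected from sampling alone, by the counts of the gene summed over both libraries. Both axes are ordered from low to high, the vertical axis on a log scale.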

We compared the macrophage transcriptomes in sham and OVX mice using RNA‐seq. 

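Principal component analysis of log2 CPM over the 15778 genes kept put 57.8% of the variance on the first component and 20.2% on the second. On the first component the OVX replicates lay at -68.51, -40.54 and -29.3, and sham replicates 1 to 3 at 8.42, 66.73 and 63.19. The mean distance between libraries of different groups was 1.44 times the mean distance within groups. This was the largest ratio among the 10 ways of splitting the 6 libraries (one-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow). The near-identical sham pair counts as separate libraries in this test. The alternative that moved the ratio most was DESeq2's variance-stabilized counts, with 1.79. Without OVX replicate 1 the ratio was 1.27 and the exact p 0.2, and without OVX replicate 3 the ratio was 1.38 and the exact p 0.2. With sham replicates 2 and 3 counted as 1 sample, a choice made after the data were seen, the ratio was 1.36 and the exact p 0.1.

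The libraries also differed along the GC content of genes. Over 9819 genes, Spearman's rho between GC content and the log2 CPM of a gene relative to its mean over the 6 libraries was -0.716, -0.546 and -0.392 in the OVX replicates. In the sham replicates it was 0.228, 0.651 and 0.658. Genes within a library are not independent samples, so no p is given. With the trends on GC content and gene length removed from each library, a step also chosen after the data were seen, the distance ratio was 1.31.

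**Figure D2:**
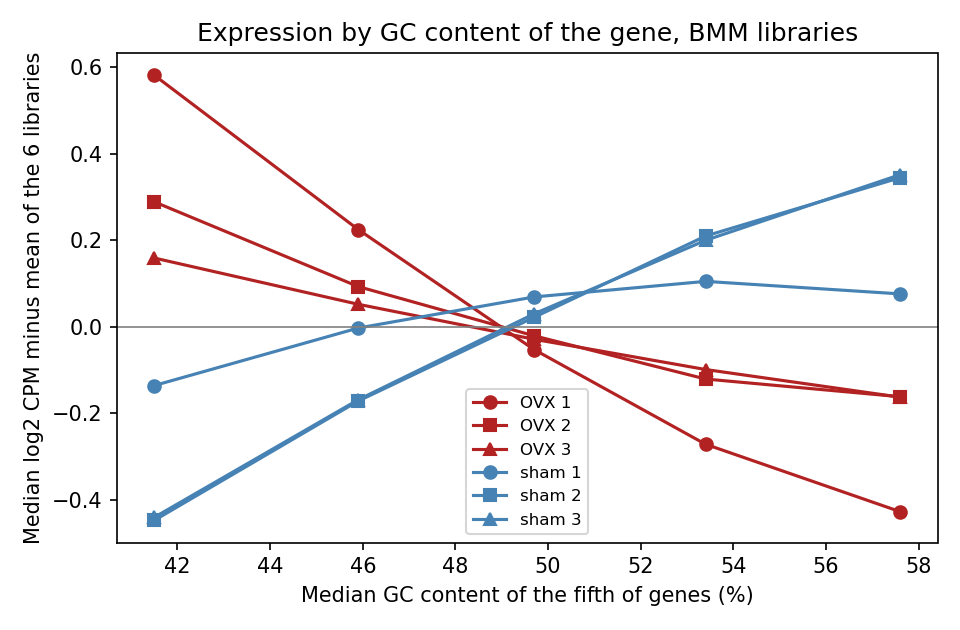
Median log2 CPM relative to the mean of the 6 BMM libraries, for genes grouped into equal parts by GC content. Red marks OVX and blue marks sham libraries.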

Principal component analysis (PCA) (Figure S3a, Supporting Information) and hierarchical clustering (HC) (*p* ≤ 0.05) (Figure 2e) of the analyzed genes revealed profound transcriptional differences between macrophages between the sham and OVX groups. 

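At these limits edgeR called 1818 of 15778 genes, 1178 higher and 640 lower in OVX, so that 64.8% of the called genes were higher. With sham replicates 2 and 3 counted as 1 sample, 1797 of them (98.8%) did not overlap in CPM between OVX and sham. The same held for 48.6% of all genes tested, where 20% would do so by chance. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes (one-sided exact permutation test, p = 0.1). The other 9 splits called 0 genes, and between 30 and 881 at an unadjusted p, against 2229 for the real split. Sham replicates 2 and 3 are near copies, so splits that part them are not comparable with the real split. Those that part them gave 30 to 100 genes at an unadjusted p. The others that keep them together gave 167, 254 and 881. The p of 0.1 treats all splits alike, which the pair does not allow.

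Leaving out 1 library gave between 1213 genes (without OVX replicate 1) and 2947 genes (without sham replicate 1). The next 2 alternatives were chosen after the data were seen. With the trends on GC content and gene length removed, 826 genes were called, 363 higher and 463 lower, and 593 of them were among the genes named above. With sham replicates 2 and 3 counted as 1 sample, 1419 genes were called, 903 higher and 516 lower, of which 1366 were shared.

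The genes below have the largest changes among called genes with a mean of at least 5 CPM over the 6 libraries and no overlap between groups. Nexn (chromosome 3, 152236982 to 152266350 in GRCm38), which encodes an actin-binding protein, rose from 4.09 CPM (SD 1.15, n = 2) to 33.1 CPM (SD 13.6, n = 3), a log2 fold change of 2.94 (SE 0.32, edgeR adjusted p = 0.0011). Rasgrp3 (chromosome 17, 75435896 to 75529054) rose from 1.43 CPM (SD 0.183, n = 2) to 9.97 CPM (SD 0.743, n = 3), or 2.82 in log2 (SE 0.21, edgeR adjusted p = 0.0004). Aspn, Sema3a and Ogn followed with log2 fold changes of 2.77, 2.74 and 2.56. Over the sham libraries Aspn ran from 0.253 to 2.53 CPM and Sema3a from 0.533 to 2.92 CPM. The size of their change thus depends on which sham libraries are used. Without OVX replicate 1, Aspn changed by 2.41 and no longer passed edgeR's limit on adjusted p. With the trends removed, Nexn, Aspn, Sema3a and Ogn changed by 2.22, 1.76, 1.75 and 1.61.

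Cd209g (chromosome 8, 4134098 to 4137707) had the largest fall, from 15.9 CPM (SD 3.47, n = 2) to 0.652 CPM (SD 0.104, n = 3), a log2 fold change of -4.68 (SE 0.25, edgeR adjusted p = 0.000103). Its neighbor and close relative Cd209f changed by -4.42. Similar genes may share reads, which was not tested, so the 2 may not be independent. The predicted gene Gm38383 changed by -4.23. Slc13a3 (chromosome 2, 165405028 to 165473230), a transporter of succinate and other dicarboxylates, fell from 1159 CPM (SD 288, n = 2) to 74.4 CPM (SD 3.50, n = 3), or -4.04 in log2 (SE 0.19, edgeR adjusted p = 4.88e-05). Cck (chromosome 9, 121489824 to 121495694) fell from 12.8 CPM (SD 0.944, n = 2) to 0.782 CPM (SD 0.336, n = 3), or -4.00 in log2 (SE 0.33, edgeR adjusted p = 0.000573).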

We found 1908 dysregulated genes with at least a twofold change (1220 upregulated and 688 downregulated) (Figure 2f) in BMMs treated with OVX compared with Sham‐treated controls. 

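Lists of the GO and KEGG terms are not used here. In their place 16 gene lists, fixed by symbol in advance, and 15 Reactome pathways were tested on the same counts. The test was limma's camera (two-sided, preset inter-gene correlation of 0.01), which asks whether the genes of a list rank higher or lower than all other genes, with p adjusted within each family. Camera passed an adjusted p of 0.05 for 8 of the 16 lists, 2 higher and 6 lower in OVX. The choice of test moved this number most. The rotation test fry passed 11 lists, among them the same 8, and camera with the inter-gene correlation estimated from the data passed only 3, which were the interferon-stimulated genes, the TNF and NF-kB targets and the glycolysis enzymes. Over-representation of the called genes (Fisher's exact test) passed 4 lists. The ranges of adjusted p over alternatives given below take in fry and over-representation too. Their ends thus need not come from camera.

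The 2 lists that were higher were transcripts of mitochondrial DNA and the cell cycle list. The latter had 22 of 24 genes higher, with a median log2 fold change of 0.62 (limma camera adjusted p = 1.21e-06, from 3.95e-10 to 0.161 over 14 alternatives). Markers of M2 macrophages did not pass, with a median of 0.31 and 7 of 10 genes higher (limma camera adjusted p = 0.476). Of the 15 Reactome pathways, 3 passed, all lower in OVX: glycolysis (limma camera adjusted p = 0.00316), detoxification of reactive oxygen species (0.00705) and signaling by interleukins (0.0114). Camera gave the other pathways adjusted p from 0.0684 to 0.742. Under fry 7 pathways passed, and with the correlation estimated 0 passed (3 at an unadjusted p of at most 0.05). The libraries also moved this number. Camera passed 6 pathways without OVX replicate 1, and 7 without sham replicate 2, without sham replicate 3 or with these counted as 1 sample. With the trends on GC content and gene length removed it passed 5.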

We then performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses based on the RNA‐seq data (Figure 2g; and Figure S3b, Supporting Information). 

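Among immune lists, interferon-stimulated genes were lower in OVX in 23 of 24 cases, with a median log2 fold change of -1.21 (limma camera adjusted p = 1.73e-22, from 6.77e-34 to 0.00851 over 14 alternatives). One of them, Irf7 (chromosome 7, 141262706 to 141266481), fell from 164 CPM (SD 40.0, n = 2) to 37.5 CPM (SD 6.84, n = 3), a log2 fold change of -2.20 (SE 0.20, edgeR adjusted p = 0.000781). The TNF and NF-kB targets had a median of -0.71, with 5 of 28 genes higher (limma camera adjusted p = 6.61e-10, from 1.67e-13 to 0.0301). Pro-inflammatory cytokines and mediators had a median of -0.74, with 5 of 22 genes higher (limma camera adjusted p = 3.33e-06, from 3.16e-11 to 0.123).

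The list of oxidative stress and glutathione genes was lower in OVX, with a median of -0.41 and 7 of 28 genes higher (limma camera adjusted p = 0.000772, from 0.000151 to 1.0). Transcripts encoded by mitochondrial DNA were higher, with a median of 1.32 and 12 of 12 genes higher (limma camera adjusted p = 8.69e-06, from 5.34e-09 to 0.292). After removal of the GC content and length trends their adjusted p was 0.0672. Nuclear subunits of Complex V, the ATP synthase, had a median of -0.31 (limma camera adjusted p = 0.235) and those of Complex IV a median of -0.36 (0.154).

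For glucose transport, 3 of 8 transporter genes were higher, with a median of -0.33 (limma camera adjusted p = 0.245), and the Reactome glucose transport pathway gave 0.742. For mitochondrial organization, the Reactome pathways of mitochondrial translation and of mitochondrial protein import gave limma camera adjusted p of 0.0691 and 0.504.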

The GO analysis revealed that the enrichments occurring in OVX rats mainly included the regulation of immune effector processes, responses to oxidative stress, mitochondrial organization, and mitochondrial ATP synthesis coupled with electron transport, carbohydrate transport, and glucose transmembrane transport (Figure 2g; and Figure S3c,d, Supporting Information). Metabolism‐related pathways, like HIF‐1 and PI3K‐Akt signaling, were enriched in osteoporosis (Figure S3b, Supporting Information). Furthermore, compared to those of sham mice, BMMs from OVX mice showed enrichment of specific mitochondrial processes, including Complex I, Complex III, reactive oxygen species, glutathione metabolism, carbohydrate metabolism, and the tricarboxylic acid (TCA) cycle (Figure 2h).

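In the same 6 BMM libraries the 25 HIF-1 targets had a median log2 fold change of 0.07, with 13 genes higher in OVX (limma camera adjusted p = 0.235, from 0.091 to 0.922 over 14 alternatives). The 6 genes of the Reactome pathway of regulation by hypoxia-inducible factor had a median of -0.20 (limma camera adjusted p = 0.482). Hif1a itself (chromosome 12, 73901375 to 73947530) rose from 158 CPM (SD 17.9, n = 2) to 336 CPM (SD 89.0, n = 3), a log2 fold change of 1.12 (SE 0.20, edgeR adjusted p = 0.00547). Without OVX replicate 1 the log2 fold change was at its lowest among the libraries left out, 0.89, below the limit of 1. With the trends on GC content and gene length removed it was 0.41.

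The 52 genes tested of the Reactome PI3K cascade had a median of 0.04, with 27 genes higher (limma camera adjusted p = 0.742). This pathway does not cover all of the KEGG PI3K-Akt pathway.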

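Nuclear genes of Complex I were lower in OVX in 30 of 36 cases, with a median log2 fold change of -0.32 (limma camera adjusted p = 0.005, from 0.00183 to 1.0 over 14 alternatives). Of the 36, 0 were called changed, and 17 had an unadjusted p of at most 0.05 (edgeR). Over-representation of called genes, which is among the alternatives, therefore could not pass for this list. With the trends on GC content and gene length removed the adjusted p was 0.265. Complex III had a median of -0.39, with 2 of 9 genes higher (limma camera adjusted p = 0.0965, from 0.00368 to 1.0). Complex II had a median of -0.21 (limma camera adjusted p = 0.288).

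For carbohydrate metabolism, 16 of 18 glycolysis enzymes were lower, with a median of -0.53 (limma camera adjusted p = 1.91e-05, from 5.62e-06 to 0.689). Hk2, the hexokinase among them (chromosome 6, 82725025 to 82774454), changed by -1.02 in log2 (SE 0.15, edgeR adjusted p = 0.00268). It fell below the fold limit without OVX replicate 2 (-0.91), without sham replicate 1 (-0.95) and with the trends removed (-0.88). The 22 genes of the TCA cycle had a median of -0.12, with 8 higher (limma camera adjusted p = 0.299, from 0.0871 to 1.0). Of the Reactome pathways, glutathione synthesis and recycling gave 0.14, the citric acid cycle 0.43 and respiratory electron transport with ATP synthesis 0.194, all with medians below 0.

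The study reads the enriched terms as specific mitochondrial processes that differ between OVX and sham BMMs, next to its flow cytometry of reactive oxygen species and membrane potential. Enrichment there is not given a direction. In the counts, the lists of nuclear genes for these processes had medians below 0, and the transcripts of mitochondrial DNA had a median above 0.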

### 2.3 Mitochondrial of Macrophages Affects the Osteogenic Differentiation of MSCs

Macrophages are activated and polarized to M1‐like (usually proinflammatory) or M2‐like (usually anti‐inflammatory) states in response to environmental factors.^[^ ^2^, ^5^ ^]^ We found that in the OVX osteoporosis mice, the percentage of CD80^+^F4/80^+^ M1 phenotype macrophages was significantly increased compared to that of sham mice (**Figure** **3**a). Furthermore, the percentage of CD206^+^F4/80^+^ M2 phenotype macrophages was significantly reduced by OVX, indicating a transition to the M1 phenotype (Figure 3b). To further validate the phenotypic alterations in macrophages, we analyzed proinflammatory gene expression in BMMs using qPCR. Inducible nitric oxide synthase (*Inos*), *IL‐1β*, *TNF‐α*, and *CD80* expression in OVX macrophages was higher than those in sham macrophages (Figure S4a–d, Supporting Information). Furthermore, we found that endotoxin levels in the serum of OVX mice were higher than those in serum of sham mice (Figure S4e, Supporting Information). These results demonstrate that macrophages are in a state of inflammatory activation when osteoporosis occurs.

**Figure 3:**
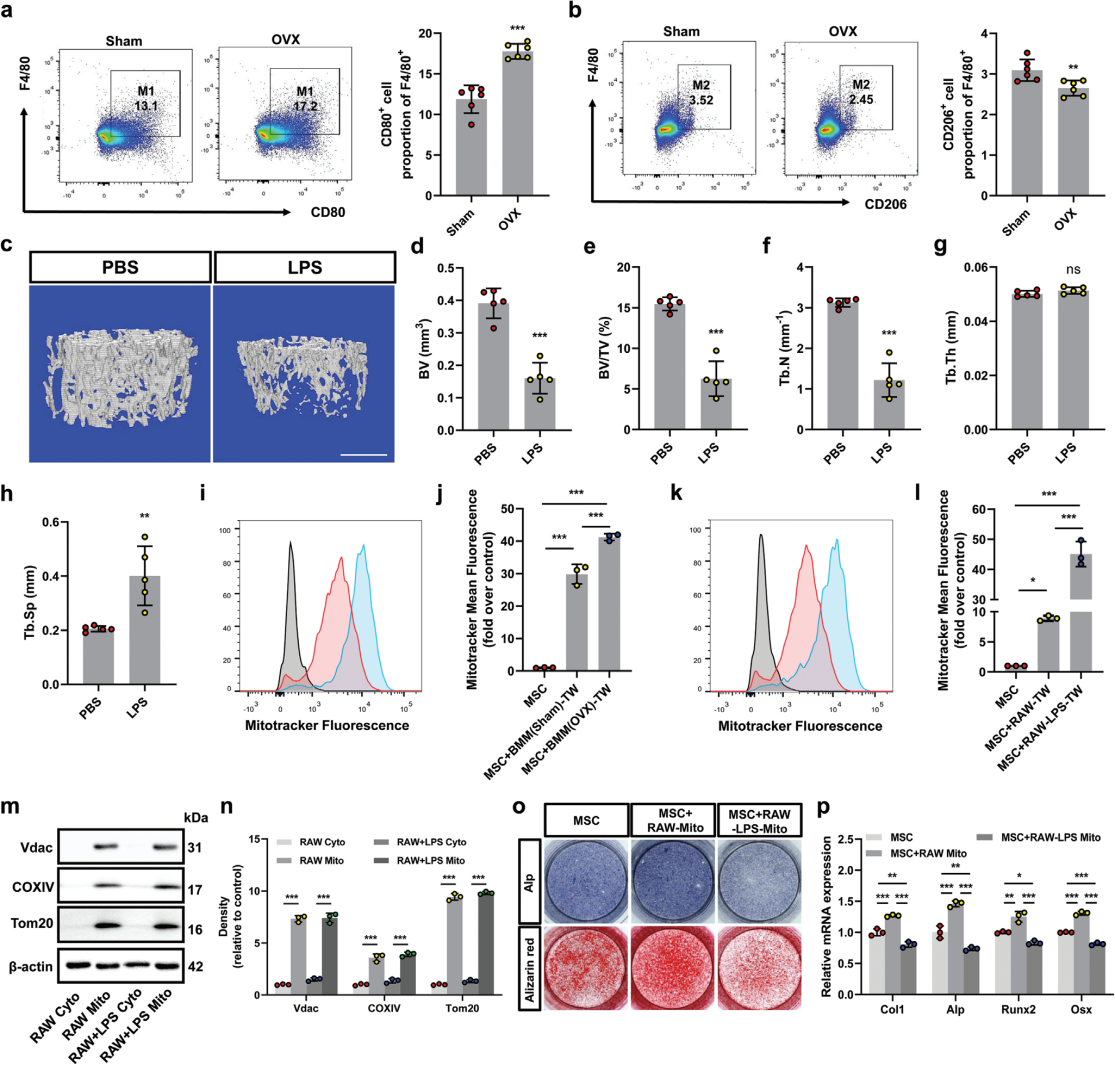
Mitochondrial of macrophages affects the osteogenic differentiation of MSCs. a) Flow cytometry analysis (left) and quantification of CD80^+^F4/80^+^ macrophages in total bone marrow cells (right) (*n* = 6). Two‐tailed Student's *t*‐test. b) Flow cytometry analysis (left) and quantification of CD206^+^F4/80^+^ macrophages in total bone marrow cells (right) (*n* = 6). Two‐tailed Student's *t*‐test. c–h) Representative Micro‐CT 3D structures of distal femurs of PBS and LPS‐treated mice c). Scale bar, 500 µm. And analysis of BV d), BV/TV e), Tb.N f), Tb.Th g), and Tb.Sp h) (*n* = 5). Two‐tailed Student's *t*‐test. i,j) Flow cytometric analysis i) and quantification of mean fluorescence intensity j) of Mitotracker Deep Red‐labeled mitochondrial internalization by MSCs in the presence of sham (red line) or OVX‐treated (blue line) macrophages. Gray line represents untreated MSCs (*n* = 3). One‐way ANOVA with Tukey's post‐test. k,l) Flow cytometric analysis k) and quantification of mean fluorescence intensity l) of Mitotracker Deep Red‐labeled mitochondrial internalization by MSCs in the presence of untreated (red line) or LPS‐treated (blue line) RAW 264.7. Gray line represents untreated MSCs (*n* = 3). One‐way ANOVA with Tukey's post‐test. m,n) Western blotting and quantification of mitochondrial proteins in isolated cytoplasm (Cyto) and mitochondria (Mito) from untreated and LPS‐treated macrophages (*n* = 3). One‐way ANOVA with Tukey's post‐test. o) Representative images of ALP and ARS staining in MSCs incubated with untreated Mito or LPS‐treated Mito, and untreated MSCs (*n* = 3). p) qPCR analysis of *Col1*, *Alp*, *Runx2*, and Osterix (*Osx*) expression under osteogenic conditions (*n* = 3). One‐way ANOVA with Tukey's post‐test. Each error bar represents the mean ± SD of three independent experiments. Differences were considered statistically significant at *p* < 0.05. *p < 0.05, **p < 0.01, and ***p < 0.001.

We used a lipopolysaccharide (LPS)‐induced bone loss model to explore whether higher endotoxin levels activate and polarize macrophages during osteoporosis. A micro‐CT analysis confirmed substantial trabecular bone loss in LPS‐treated mice compared to that in control mice (Figure 3c–h). In LPS‐treated mice, macrophages exhibited phenotypes similar to those in OVX mice, confirming that endotoxin levels affect macrophage polarization and metabolic status (Figure S4f–i, Supporting Information).

Various genetic and chemical stresses trigger increased mitochondrial exchange in various cellular contexts. Inflammatory signaling induced by LPS and TNF‐*α* treatment are strong promoters of mitochondrial exchange.^[^ ^10^, ^22^ ^]^ LPS has been proved to induce mitochondria to transfer to blood stem cells in vivo.^[^ ^23^ ^]^ We also found that mitochondria from macrophages of LPS group transfer more to MSCs (Figure S4j,k, Supporting Information). Similarly, flow cytometric analysis showed that more mitochondria from OVX‐derived macrophages were transferred to MSCs in the OVX group than those in the sham group (Figure 3i,j). More mitochondrial transfer was also found by coculturing RAW 264.7 cells (untreated or treated with LPS) and MSCs (Figure 3k,l).

Next, we investigated whether mitochondria transferred from macrophages to MSCs regulate the osteogenic differentiation of MSCs. Indeed, MSCs that received normally functioning mitochondria showed an enhanced osteogenic phenotype compared with the MSC‐alone group (Figure S5a–e, Supporting Information). In contrast, MSCs receiving l mitochondria (OVX or LPS treatment) showed impaired osteogenic capacity, such as decreased alkaline phosphatase (ALP) levels, decreased alizarin red‐stained mineralized nodules, and decreased osteogenic gene expression (Figure S5f–j, Supporting Information). Then, we clarified how altered osteogenic function is influenced by mitochondrial transfer from macrophages. We extracted intact macrophage mitochondria and analyzed voltage‐dependent anion channel (*Vdac*), cytochrome c oxidase subunit IV isoform 1 (*COXIV*), and translocase of outer mitochondrial membrane 20 (*Tom20*) expression. Western blot analysis confirmed that LPS did not affect the content and expression of mitochondria in macrophages (Figure 3m,n). However, compared with only MSCs and MSCs cultured with normal mitochondria, MSCs cultured with LPS‐treated mitochondria showed lower ALP levels, fewer mineralized nodules, and lower osteogenic gene expression (Figure 3o,p). MSCs have typical stem cell characteristics (Figure S2e, S5k–m, Supporting Information), mitochondria derived from proinflammatory M1 macrophages will not only affect the osteogenic differentiation of MSCs, but also decrease their proliferation and expression of “stemness” markers (Figure S5n–q, Supporting Information). Furthermore, flow cytometry analysis showed that the mitochondria of proinflammatory M1 macrophages would increase the percentage of apoptosis in MSCs s (Figure S5r, Supporting Information).

### 2.4 Macrophages and Derived Mitochondria Affect the Metabolic Status of MSCs

Energy metabolism in MSCs is closely related to osteoporosis occurrence and progression.^[^ ^2b^ ^]^ We investigated how mitochondrial transport from macrophages to MSCs affects the MSC metabolic state by measuring mtROS and MMP levels in MSCs. Mitochondria from LPS‐treated macrophages led to increased ROS levels in MSCs, as measured by MitoSOX and DCFH‐DA assays (**Figure** **4**a,c). Furthermore, the MMP of MSCs was significantly decreased (Figure 4b,d).

**Figure 4:**
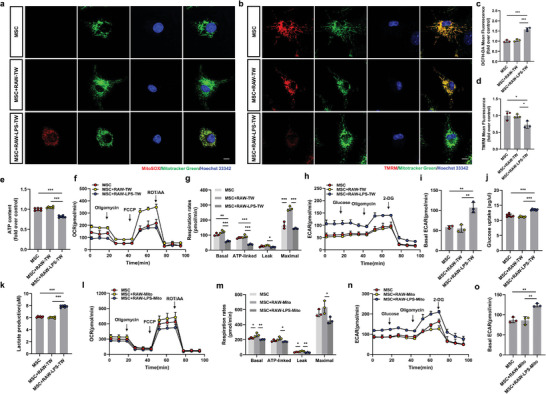
Macrophages and their derived mitochondria affect the metabolic status of MSCs. a,c) Mitochondrial ROS production was analyzed by MitoSOX and DCFH‐DA staining. The mean fluorescence intensity was quantified as a measure of cellular reactive oxygen species production (*n* = 3). Scale bar, 5 µm; one‐way ANOVA with Tukey's post‐test. b,d) Analysis by confocal microscopy and FACS to quantify MMPs. The intensity of TMRM staining reflected MMP (*n* = 3). Scale bar, 5 µm; one‐way ANOVA with Tukey's post‐test. e) Relative ATP levels of MSCs incubated with untreated or LPS‐treated macrophages compared with untreated MSCs (*n* = 6). One‐way ANOVA with Tukey's post‐test. f,g) OCR f), basal respiration, ATP‐linked respiration, proton leak, and maximal respiration g) of the indicated cells (*n* = 3). Two‐way ANOVA with Tukey's post‐test. h,i) ECAR of indicated cells *(n* = 3). One‐way ANOVA with Tukey's post‐test. j,k) Effects of glucose uptake j) and lactate production (k) of MSCs cultured alone or in the presence of untreated or LPS‐treated macrophages (*n* = 6). One‐way ANOVA with Tukey's post‐test. l,m) OCR l), basal respiration, ATP‐linked respiration, proton leak, and maximal respiration m) of MSCs cultured alone or in the presence of untreated Mito or LPS‐treated Mito (*n* = 3). Two‐way ANOVA with Tukey's post‐test. n,o) ECAR of MSCs cultured alone or in the presence of untreated Mito or LPS‐treated Mito (*n* = 3). One‐way ANOVA with Tukey's post‐test. Each error bar represents the mean ± SD of three independent experiments. Differences were considered statistically significant at *p* < 0.05. *p < 0.05, **p < 0.01, and ***p < 0.001.

We measured the steady‐state ATP levels in MSCs to explore potential changes in bioenergetics (Figure 4e). Increased ROS production and dysregulated ATP metabolism in MSCs demonstrated impaired mitochondrial function and reduced electron transport chain efficiency. Subsequently, we studied the impact of mitochondrial transfer on MSCs by metabolic profiling using the Seahorse platform. As previously described, we assessed basal respiration, proton leakage, and nonmitochondrial respiration.^[^ ^24^ ^]^ Exposure to untreated macrophages enhanced respiration in MSCs. This transfer‐enhanced respiration was abolished when macrophages were pretreated with LPS (Figure 4f,g). Furthermore, we estimated the cellular glycolytic activity by assessing the extracellular acidification rate (ECAR) in MSCs. An increased ECAR level was observed after MSCs were incubated with LPS‐treated macrophages (Figure 4h,i). This metabolic shift to glycolysis was further supported by elevated glucose uptake (Figure 4j) and increased cellular lactate levels (Figure 4k). Finally, MSCs were incubated with mitochondria from untreated and LPS‐treated macrophages. We observed that LPS‐treated mitochondria promoted glycolysis (Figure 4l,m) and reduced oxygen consumption (Figure 4n,o).

### 2.5 Mitochondrial Transfer Causes Abnormal Succinate Accumulation in MSCs

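Mesenchymal stem cells (MSCs) of passage 3 were cultured alone (MSC), across a transwell membrane from untreated RAW264.7 macrophages (MSC+RAW-TW), or across it from RAW264.7 cells treated with lipopolysaccharide (MSC+RAW-LPS-TW). The study calls the last the oxidatively damaged mitochondrial transfer group. The counts measure neither the transfer of mitochondria nor damage to them. RNA-seq counts were analyzed for 2 libraries of each group, made and counted like those of the BMMs. The MSC libraries held 43122563 and 29823130 counts, the MSC+RAW-TW libraries 45367105 and 38158829, and the MSC+RAW-LPS-TW libraries 33566340 and 33228769.

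The 2 MSC+RAW-TW libraries were nearly identical. Their chi-square divided by the value that sampling alone would give had a median of 3.11 in genes of low count and 3.63 in genes of high count, against 4.89 and 56.47 for the MSC pair and 6.64 and 193.12 for the MSC+RAW-LPS-TW pair. They are counted as 1 sample in every mean, so that group has n = 1 and no SD. For MSC+RAW-LPS-TW against MSC+RAW-TW, fold changes are given per gene without p, and lists are placed among 10000 random lists of equal size and similar expression. MSC+RAW-LPS-TW against MSC compares 2 with 2 libraries.

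A median of 634.1 CPM was seen for 20 macrophage markers in MSCs cultured alone, against 905.9 CPM in the BMMs. The 12 stromal markers had medians of 118.2 CPM and 238.6 CPM in the same libraries. The contrasts below compare these MSC libraries as they are.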

To investigate the molecular basis of metabolic reprogramming of MSCs by mitochondrial transfer, we analyzed the MSC transcriptome. We found that proinflammatory gene expression (including *IL‐6* and *IL‐1β*) were increased in the M1‐like macrophage group compared with that in the untreated macrophage and MSC groups (**Figure** **5**a). 

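Il6 (chromosome 5, 30013114 to 30019981) was at 204 CPM (SD 17.0, n = 2) in MSC+RAW-LPS-TW, 1.76 CPM (n = 1) in MSC+RAW-TW and 0.456 CPM (SD 0.106, n = 2) in MSC. The log2 fold change was 6.86 against MSC+RAW-TW and 8.76 against MSC (SE 0.18, edgeR adjusted p = 3.29e-09). Il1b was at 7283 CPM (SD 1252, n = 2), 22.0 CPM (n = 1) and 17.4 CPM (SD 2.22, n = 2) in the same order. This is a rise of 8.37 in log2 against MSC+RAW-TW and 8.71 against MSC (SE 0.20, edgeR adjusted p = 5.46e-09). Tnf rose by 1.07 and 2.49 in log2, in MSC+RAW-LPS-TW at 382 CPM (SD 48.0, n = 2). Leaving out 1 library put Il6 against MSC between 8.54 and 9.03 and Tnf against MSC+RAW-TW between 0.95 and 1.20.

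The 26 genes of Fig 5a had a median log2 fold change of 2.01 against MSC+RAW-TW, with 18 genes higher, and of 2.32 against MSC, with 17 higher. The median of 2.01 lay above all of the 10000 random lists (percentile 100). Against MSC, edgeR called 24 of the 26, and 24 also with p adjusted over the list alone. Against MSC+RAW-TW it called 25, and 25 over the list alone, with both near-identical libraries treated as replicates. The study chose these genes on the same samples, so the counts are not independent evidence. All 26 genes had the same highest group as in the figure.

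**Figure D3:**
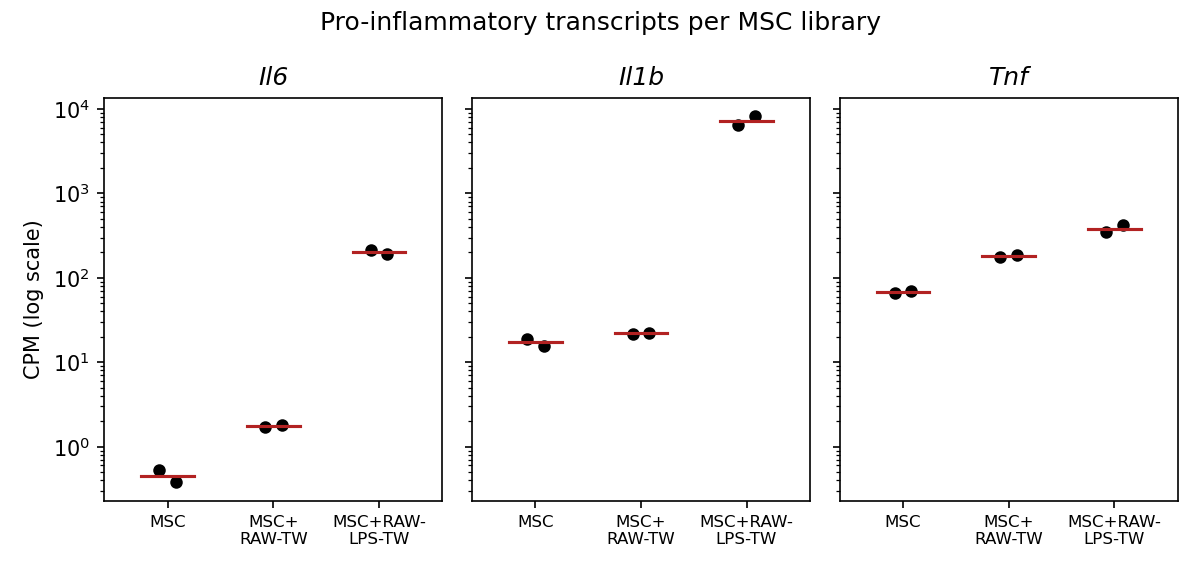
CPM of Il6, Il1b and Tnf in each MSC library on a log scale. Points are libraries and bars are means. The 2 points of MSC+RAW-TW come from near-identical libraries.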

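Of the 26 glycolysis genes of the figure, 18 were higher in MSC+RAW-LPS-TW than in MSC+RAW-TW, with a median log2 fold change of 0.36 (percentile 94.5 of the 10000 random lists). Against MSC, 20 were higher, with a median of 0.82 (percentile 100). EdgeR called 10 of them against MSC, and an adjusted p of at most 0.05 was reached by 19 over all genes and by 21 over the list alone. Against MSC+RAW-TW it called 11 (7 higher, 4 lower), and 18 and 19 passed the adjusted p, with both near-identical libraries treated as replicates. Removal of the GC content and length trends, chosen after the data were seen, moved the median against MSC+RAW-TW most, to 0.56. The study chose this list on the same samples as well. The highest group was the same as in the figure for 25 of the 26 genes.

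Slc2a1, a glucose transporter (chromosome 4, 119108711 to 119137983), was at 287 CPM (SD 2.10, n = 2) in MSC+RAW-LPS-TW, 118 CPM (n = 1) in MSC+RAW-TW and 88.2 CPM (SD 5.31, n = 2) in MSC. Its log2 fold change was 1.28 against MSC+RAW-TW and 1.70 against MSC (SE 0.11, edgeR adjusted p = 1.87e-06). Hk2 was at 194 CPM (SD 2.55, n = 2), 77.1 CPM (n = 1) and 93.6 CPM (SD 5.21, n = 2). The log2 fold changes were 1.34 and 1.06 (SE 0.10, edgeR adjusted p = 3.74e-05). Ldha (chromosome 7, 46841475 to 46855627), which is not in the list, was at 1847 CPM (SD 522, n = 2), 996 CPM (n = 1) and 589 CPM (SD 17.5, n = 2), or 0.89 and 1.65 in log2 (SE 0.17, edgeR adjusted p = 5.89e-05).

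Pfkfb3 rose by 2.53 and 2.25, while Aldoc fell by 1.82 and 0.55. Aldoa and Pkm changed by -0.90 and -0.31 against MSC+RAW-TW but by 0.81 and 0.36 against MSC. With the trends removed, Pkm against MSC+RAW-TW was 0.08 and Pfkp went from 0.27 to -0.20. The 18 glycolysis enzymes fixed by symbol had a median of 0.42 against MSC+RAW-TW (percentile 96.6) and 0.88 against MSC (limma camera adjusted p = 1.73e-09, from 5.49e-10 to 0.117 over 7 alternatives).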

Interestingly, glycolytic genes were also upregulated (Figure 5b), consistent with the increased ECAR (Figure 4h,i). We then performed GO and KEGG enrichment analyses on the RNA‐seq data. 

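The changed genes behind such enrichments were counted with the limits used for the BMMs, over 18806 genes and all 6 MSC libraries in 1 fit. Against MSC, edgeR called 2412 genes in MSC+RAW-LPS-TW, 1267 higher and 1145 lower. With the MSC+RAW-TW libraries counted as 1 sample, chosen after the data were seen, it called 2243, of which 2218 were shared. Against MSC+RAW-TW it called 6718 genes, 3959 higher and 2759 lower, with both near-identical libraries treated as replicates. With that pair counted as 1 sample, 6698 of the 6718 (99.7%) did not overlap between the groups. The same held for 86.9% of all genes and would hold for 66.7% by chance. MSC+RAW-TW against MSC gave 4574 genes, 1682 higher and 2892 lower, under the same condition.

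Apart from the fold change limit, an unadjusted p moved the count for MSC+RAW-LPS-TW against MSC most, to 2994. For the 2 contrasts with MSC+RAW-TW it was a filter at a mean CPM of 1. It left 4784 genes for MSC+RAW-LPS-TW against MSC+RAW-TW and 2918 genes for MSC+RAW-TW against MSC, of which 47.9% were higher, against 36.8% before. The median log2 fold change of all genes for this contrast was -0.10, and without any filter -0.31.

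Of the 5 largest rises and 5 largest falls against MSC+RAW-TW, 5 genes had at most 3 counts in every library of the lower group. For these, levels are given in place of a fold. In MSC+RAW-LPS-TW (n = 2), Csf2 was at 45.8 CPM (SD 0.83) and Shisa3 at 36.7 CPM (SD 3.02). Il12a was at 34.8 CPM (SD 3.33) and Il13ra2 at 25.5 CPM (SD 2.66) there. All of these held 0 counts in every MSC+RAW-TW library. Slco2b1 was at 10.8 CPM (n = 1) in MSC+RAW-TW and held 0 counts in MSC+RAW-LPS-TW. Il1a rose from 0.086 CPM (n = 1) to 1128 CPM (SD 210, n = 2), or 13.52 in log2. Car3, Tox2, Gm40377 and Mrc1 changed by -8.75, -7.11, -6.38 and -6.20. Apart from Mrc1, 1 of the 2 libraries of the lower group held 0 counts. Without that library, Il1a changed by 12.66 (MSC+RAW-TW run B), Car3 by -7.79 and Gm40377 by -5.42 (MSC+RAW-LPS-TW run B), and Tox2 by -6.09 (MSC+RAW-LPS-TW run A). Without the other library only 0 counts are left, and the fold has no upper limit.

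Camera passed 7 of the 16 lists against MSC, 6 higher and 1 lower, the cell cycle list (limma camera adjusted p = 0.000425). Fry passed 9 and camera with estimated correlation 4.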

GO analysis showed that the MSCs in the oxidatively damaged mitochondrial transfer group showed changes in ROS metabolic process, ATP metabolic process, and mitochondrial organization (Figure 5c). Furthermore, we found that the genes involved in the regulation of inflammatory responses related to inflammatory activation and osteoclast differentiation in bone remodeling‐related systems also changed (Figure 5c). 

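For reactive oxygen species, the 28 genes of oxidative stress and glutathione had a median log2 fold change of -0.27 against MSC+RAW-TW, with 12 higher (percentile 25.8 of the random lists). Against MSC the median was 0.08, with 16 higher (percentile 63.9, limma camera adjusted p = 0.00692, from 0.00386 to 0.506 over 7 alternatives). With the MSC+RAW-TW libraries counted as 1 sample the adjusted p was 0.118. The Reactome pathway of detoxification of reactive oxygen species gave a limma camera adjusted p of 3.5e-06 against MSC. Camera passed 4 of the 15 Reactome pathways against MSC, and 0 with the inter-gene correlation estimated from the data.

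For ATP metabolism, nuclear Complex I genes were lower than in MSC+RAW-TW in 31 of 36 cases, with a median of -1.12 (percentile 0.0, below all random lists). Complex III, IV and V had medians of -0.73, -0.77 and -0.90 (percentiles 6.82, 5.07 and 1.11), and Complex II a median of 0.13 (70.4). Transcripts of mitochondrial DNA were higher in 11 of 12 cases, with a median of 1.32 (percentile 99.96). Mitochondrial DNA is poor in GC. The rho with GC content was 0.519 and 0.512 in MSC+RAW-TW, against -0.357 and -0.242 in MSC+RAW-LPS-TW. The random lists were matched on expression and not on GC content, so the GC trend stays open as a source of this rise. Against MSC, Complex I had a median of -0.18 (percentile 0.42, limma camera adjusted p = 0.221) and Complex V of -0.33 (percentile 0.51, limma camera adjusted p = 0.239). Complex II, III, IV and mitochondrial DNA gave adjusted p of 0.92, 0.82, 0.947 and 0.947.

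For mitochondrial organization, the Reactome pathways of mitochondrial translation and protein import gave limma camera adjusted p of 0.407 and 0.577 against MSC. Against MSC+RAW-TW their medians were -0.75 and -0.46. For Complex I, III, IV and V the medians lay further from 0 against MSC+RAW-TW than against MSC.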

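For inflammatory responses, the 25 pro-inflammatory cytokines and mediators had a median log2 fold change of 3.50 against MSC+RAW-TW (percentile 100 of the random lists) and 3.54 against MSC, with 21 higher. Camera's adjusted p against MSC was 1.58e-66 (from 1.67e-67 to 0.00931 over 7 alternatives). Interferon-stimulated genes had medians of 0.66 (percentile 99.9) and 0.76 (limma camera adjusted p = 7.69e-08, from 8.65e-09 to 0.0444). Of 10 markers of M2 macrophages, 7 were higher against MSC+RAW-TW and 6 against MSC. Only 4 of 7 alternatives kept the direction of this list against MSC, so its direction stays open. Its medians were 1.22 against MSC+RAW-TW (percentile 97.6) and 1.68 against MSC (percentile 100, limma camera adjusted p = 0.0745, from 1.03e-05 to 0.839 over 7 alternatives). The latter was 1.43 with genes at the floor set to their bound.

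For osteoclast differentiation, Tnfsf11, which encodes RANKL (chromosome 14, 78277445 to 78308043), was at 16.3 CPM (SD 2.14, n = 2) in MSC+RAW-LPS-TW, 1.45 CPM (n = 1) in MSC+RAW-TW and 1.02 CPM (SD 0.838, n = 2) in MSC. Its log2 fold change was 3.49 against MSC+RAW-TW and 4.06 against MSC (SE 0.45, edgeR adjusted p = 8.66e-05), and leaving out 1 library put the latter between 3.31 and 5.20. Tnfrsf11b, which encodes its decoy receptor, was at 19.8 CPM (SD 2.34, n = 2), 6.95 CPM (n = 1) and 14.6 CPM (SD 4.22, n = 2), or 0.44 in log2 against MSC (SE 0.23, edgeR adjusted p = 0.188). Leaving out 1 library put its change against MSC between 0.14 and 0.73. Against MSC+RAW-TW, Tnfrsf11b rose by 1.5 in log2. This was 1.29 to 1.76 when 1 library was left out, and 1.09 with the GC content and length trends removed. Acp5, which encodes an acid phosphatase of osteoclasts, changed by 0.94 and 2.26. The 11 osteoclast markers had median CPM of 26.0 in MSC+RAW-LPS-TW, 11.9 in MSC+RAW-TW and 17.3 in MSC.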

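The 29 TNF and NF-kB targets were higher than in MSC in 29 cases, with a median log2 fold change of 2.72 (limma camera adjusted p = 1.83e-97, from 1.56e-97 to 0.00931 over 7 alternatives). Against MSC+RAW-TW 28 were higher, with a median of 2.64 (percentile 100 of the random lists). Nfkbia, a target in the list, changed by 3.16 and 2.27 in log2. The Reactome pathways of TNF signaling and Toll-like receptor cascades gave limma camera adjusted p of 0.284 and 0.237 against MSC. Tlr9, the Toll-like receptor among the genes of Fig 5a, changed by -2.63 against MSC and -1.31 against MSC+RAW-TW, or -0.83 in the latter with the GC content and length trends removed.

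For oxidative phosphorylation, the Reactome pathway of respiratory electron transport gave a limma camera adjusted p of 0.284 against MSC. Its median log2 fold change was -0.11 there and -0.73 against MSC+RAW-TW.

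The 25 HIF-1 targets had a median of 1.05 against MSC, with 22 higher (limma camera adjusted p = 3.02e-16, from 3.26e-17 to 0.0177), and 1.13 against MSC+RAW-TW (percentile 100). Hif1a was at 513 CPM (SD 33.3, n = 2) in MSC+RAW-LPS-TW, 61.8 CPM (n = 1) in MSC+RAW-TW and 120 CPM (SD 23.1, n = 2) in MSC. In log2 it rose by 3.05 against MSC+RAW-TW, or 2.28 with the GC content and length trends removed, and 2.09 against MSC (SE 0.14, edgeR adjusted p = 2.8e-06). Vegfa changed by 2.59 and 2.44.

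The study had measured a rise in acidification and a fall in respiration, and turned to the transcriptome for what underlies them. RNA-seq gives transcript levels only.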

MSCs in the oxidatively damaged mitochondrial transfer group were enriched in inflammatory and metabolism‐related pathways such as the TNF‐*α* signaling pathway, NF‐*κ*B signaling pathway, oxidative phosphorylation, Hif‐1*α* signaling pathway, and Toll‐like signaling pathway (Figure 5d).

**Figure 5:**
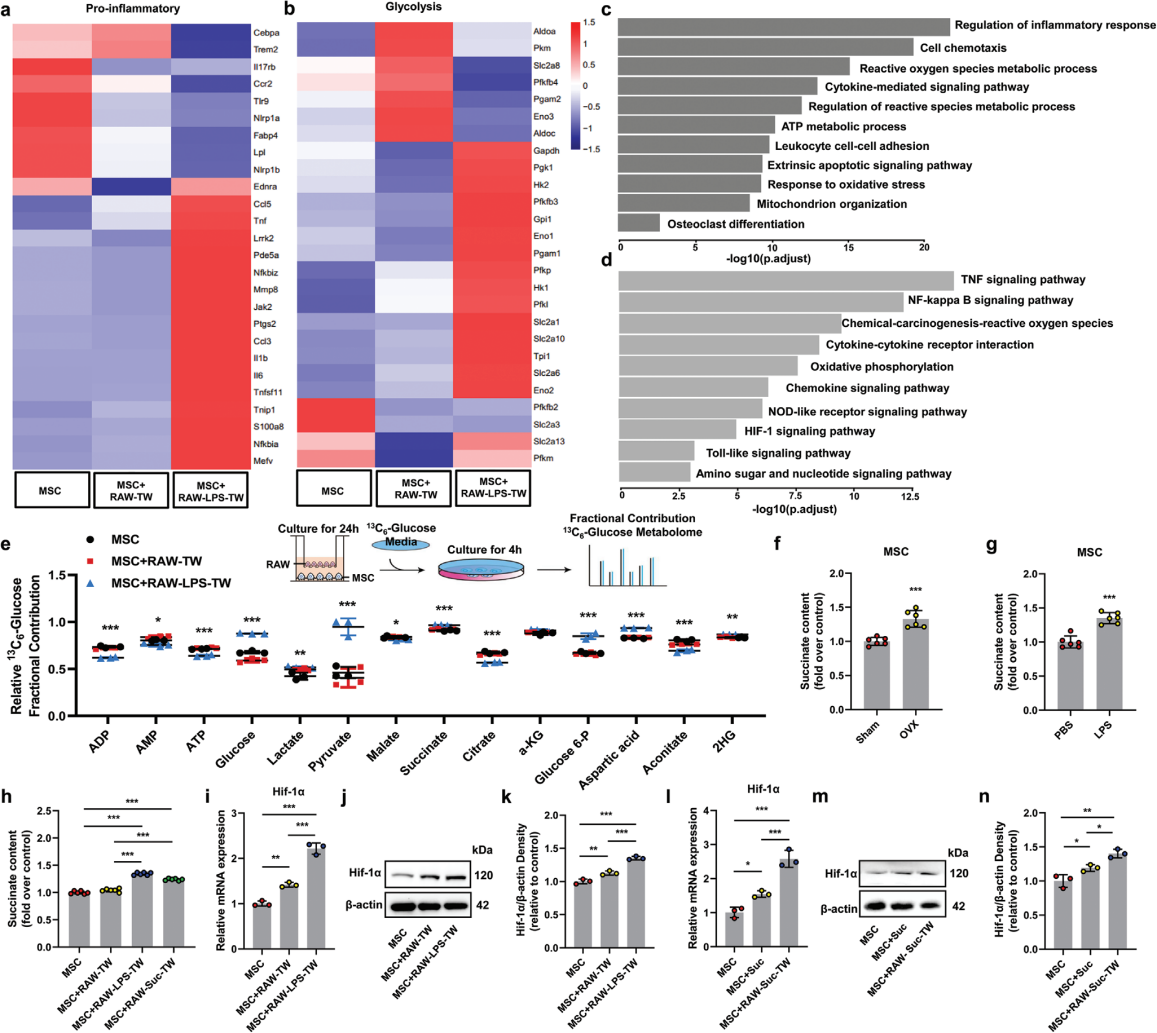
Mitochondrial transfer causes abnormal accumulation of succinate in MSCs. a–d) RNA‐seq analysis of MSCs cultured alone or in the presence of untreated or LPS‐treated macrophages. Pro‐inflammatory genes a), glycolysis genes b), GO analysis c), KEGG analysis d) (*n* = 3). e) Partial contribution of ^13^C_6_‐glucose to the selection of relevant metabolites (*n* = 3); one‐way ANOVA with Tukey's post‐test. f,g) Relative levels of succinate in MSCs of Sham, OVX, PBS, and LPS‐treated mice (*n* = 6). Two‐tailed Student's *t*‐test. h) Succinate content in MSCs cultured alone or in the presence of untreated or LPS‐treated or succinate‐treated macrophages (*n* = 3). One‐way ANOVA with Tukey's post‐test. i–k) qPCR analysis i) and western blotting j,k) to determine the levels of Hif‐1*α* in MSCs incubated with untreated or LPS‐treated macrophages compared to untreated MSCs (*n* = 3). One‐way ANOVA with Tukey's post‐test. l–n) qPCR analysis l) and western blotting m,n) to determine the levels of Hif‐1*α* in MSCs incubated with succinate or succinate‐treated macrophages compared to untreated MSCs (*n* = 3). One‐way ANOVA with Tukey's post‐test. Each error bar represents the mean ± SD of three independent experiments. Differences were considered statistically significant at *p* < 0.05. *p < 0.05, **p < 0.01, and ***p < 0.001.

Subsequently, we labeled MSCs with ^13^C_6_‐glucose and used mass spectrometry to trace the fate of glucose isotopes (Figure 5e). We found that the flux of glucose metabolism, was significantly altered in MSCs after oxidatively damaged mitochondrial transfer. Furthermore, in the M1‐like macrophage group, succinate, a TCA cycle intermediate, was elevated (Figure S6a, Supporting Information). We observed succinate accumulation in MSCs in the osteoporosis‐induced mice compared to that in mice in the sham and PBS groups (Figure 5f,g). In BMMs and serum of osteoporosis model mice, the succinate content also increased (Figure S6b–e, Supporting Information). Interestingly, macrophages pretreated with succinate (5 mm) also influenced the succinate levels in MSCs (Figure 5h). This abnormal succinate accumulation in MSCs of the oxidatively damaged mitochondrial transfer group may be related to the decreased activity of oxidases, such as succinate dehydrogenase (SDH) (Figure S6f, Supporting Information).

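Sdhb, a subunit of SDH (chromosome 4, 140961203 to 140979193), was at 150 CPM (SD 5.97, n = 2) in MSC+RAW-LPS-TW, 344 CPM (n = 1) in MSC+RAW-TW and 145 CPM (SD 11.4, n = 2) in MSC. Its log2 fold change was -1.19 against MSC+RAW-TW and 0.05 against MSC (SE 0.11, edgeR adjusted p = 0.779). Without MSC replicate 2 the latter was -0.06. With the GC content and length trends removed the former was -0.73. Sdha (chromosome 13, 74322254 to 74350280) was at 142 CPM (SD 14.9, n = 2), 154 CPM (n = 1) and 154 CPM (SD 10.9, n = 2) in the same order. It changed by -0.12 in both comparisons (against MSC SE 0.11, edgeR adjusted p = 0.488).

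The 6 succinate metabolism genes of the figure had a median log2 fold change of 0.33 against MSC+RAW-TW, with 3 higher (percentile 81.2 of 10000 random lists). Removal of the GC content and length trends, chosen after the data were seen, moved it most, to 0.06. Against MSC the median was 0.04, with 4 higher (percentile 52.7). EdgeR called 0 of the 6 against MSC, also over the list alone and at an unadjusted p, and 4 against MSC+RAW-TW, with both near-identical libraries treated as replicates. The study chose these genes on the same samples.

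The study proposes that a fall in SDH activity may underlie the succinate it measured. Enzyme activity was not analyzed here.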

Hif‐1*α* plays a key role in glucose metabolism and bone resorption, and its activation is regulated by increased succinate levels.^[^ ^21^, ^25^ ^]^ Moreover, a sustained increase in succinate induces proinflammatory cytokine expression (such as IL‐1*β*) via Hif‐1*α*.^[^ ^21^, ^26^ ^]^ Accordingly, *Hif‐1α* gene and protein expression in MSCs in the presence of LPS‐treated macrophages were higher than those in the MSCs and untreated groups (Figure 5i–k). In addition, after pretreating macrophages with succinate, MSCs showed Hif‐1*α* activation (Figure 5l–n), upregulated glycolytic genes such as hexokinase 2 (*Hk2*) and solute carrier family 2 member 1 (*Slc2a1*), and upregulated pro‐inflammatory genes such as *IL‐1β* and *TNF‐α* compared to those in the blank control group (Figure S6g–p, Supporting Information). Moreover, succinate oxidation inhibitor dimethyl malonate (DMM) can significantly affect the expression of proinflammatory factors and osteogenic indicators in MSCs induced by succinate (Figure S6q, r, Supporting Information). These data suggest that succinate may directly regulate Hif‐1*α* signaling and proinflammatory cytokine release, thereby affecting the osteogenic differentiation of MSCs.

### 2.6 Mitochondrial Transfer Maintains Bone Health In Vivo

To examine the effect of mitochondria in M1‐like macrophages on skeletal health, we administered PBS and LPS‐treated macrophage mitochondria [mito (LPS)] via the tail vein of 8‐week‐old mice twice a week for 4 weeks and analyzed their skeletal phenotype (**Figure** **6**a). Consistent with the Von Kossa staining (Figure S7a, Supporting Information), a micro‐CT analysis revealed lower bone volume, trabecular volume, trabecular number, and higher trabecular separation in the mito (LPS‐treated) group than in the PBS group (Figure 6b–e; and Figure S7b, Supporting Information). Meanwhile, compared with the PBS group, the number of osteocalcin^+^ osteoblasts and the serum OPG concentration of the mice were decreased in the mito (LPS) group (Figure 6f–h).

**Figure 6:**
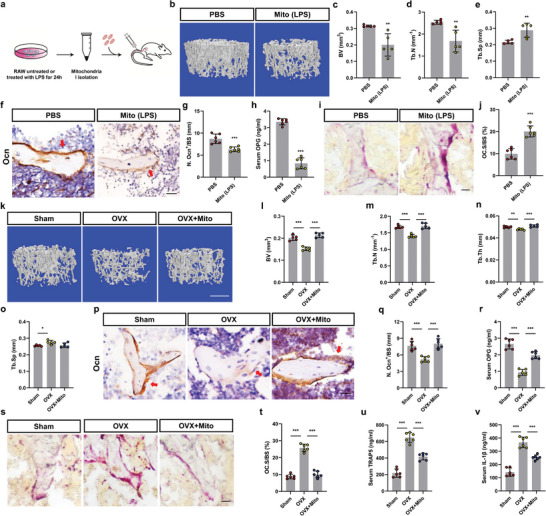
Mitochondrial transfer maintains bone health in vivo. a) Schematic showing mitochondrial application and treatment. b–e) Mice received tail vein injections of LPS‐treated Mito (100 µg dissolved in 100 µL PBS) or PBS twice a week for 3 weeks. Bone phenotypes were then analyzed b). Scale bar, 500 µm. BV c), Tb.N d), and Tb.Sp e) analysis (*n* = 5). Two‐tailed Student's *t*‐test. f,g) Representative images of osteocalcin (Ocn) staining f) and quantification of number of Ocn+ cells (red arrows) in femurs g). Scale bars, 25 mm (*n* = 6). Two‐tailed Student's *t*‐test. h) Serum Osteoprotegerin (OPG) level in PBS and mito (LPS) mice (*n* = 6). two‐tailed Student's *t*‐test. i,j) Representative images of representative TRAP staining of the distal femur in PBS and mito (LPS) mice i). Scale bar, 100 µm. Quantification of the area of osteoclasts on the surface of trabecular bone (OC.S/BS) j) (*n* = 6). Two‐tailed Student's *t*‐test. k–o) Representative Mico‐CT images of femurs from Sham, OVX and OVX+Mito mice k). Scale bar, 500 µm. BV l), Tb.N m), Tb.Th n), and Tb.Sp o) analysis (*n* = 5). One‐way ANOVA with Tukey's post‐test. p,q) Representative images of osteocalcin (Ocn) staining p) and quantification of number of Ocn+ cells (red arrows) in femurs q) in Sham, OVX, and OVX+Mito mice. Scale bars, 25 mm (*n* = 6). One‐way ANOVA with Tukey's post‐test. r) Serum OPG level in Sham, OVX, and OVX+Mito mice (*n* = 6). s,t) Representative images of representative TRAP staining of the distal femur in Sham, OVX, and OVX+Mito mice s). Scale bar, 100 µm. The area of osteoclasts (OC.S/BS) on the surface of trabecular bone was quantified t) (*n* = 6). one‐way ANOVA with Tukey's post‐test. u,v) Serum TRAP5 u) and IL‐1*β* v) levels in Sham, OVX, and OVX+Mito mice (*n* = 6). One‐way ANOVA with Tukey's post‐test. Each error bar represents the mean ± SD of three independent experiments. Differences were considered statistically significant at *p* < 0.05. *p < 0.05, **p < 0.01, and ***p < 0.001.

We measured osteoclast bone resorption in mito (LPS) mice versus control mice and found that mito (LPS)‐treated mice had more tartrate‐resistant acid phosphatase (TRAP)+ osteoclasts on the trabecular bone surface than in PBS‐treated controls (Figure 6i,j). In addition, serum TRAP5 and IL‐1*β* concentrations were also higher in the mito (LPS) group than in the PBS group (Figure S7c,d, Supporting Information). Taken together, these results suggest that mitochondria in M1‐like macrophages disrupt skeletal homeostasis.

Finally, we tested the effects of mitochondrial transfer on osteoporosis in vivo. We treated OVX mice by injecting mitochondria twice a week via the tail vein. Von Kossa staining and micro‐CT analysis showed that the bone volume, trabecular volume, trabecular number, and trabecular thickness in OVX mice were significantly lower than those in sham group, while all these down‐regulated parameters induced by OVX were reversed after mitochondria treatment (Figure 6k–o; and Figure S7e, Supporting Information). Immunohistological analysis and detection of serum markers showed that osteocalcin^+^ osteoblasts and OPG concentrations in OVX+mito were also increased compared with OVX group (Figure 6p–r). Furthermore, the TRAP+ osteoclasts were significantly reduced in OVX+mito‐treated mice compared to those in OVX‐treated mice (Figure 6s,t). Compared with the sham group, the serum TRAP5 and IL‐1*β* concentrations in the OVX group were increased, and there was a certain decrease in the OVX+mito group (Figure 6u,v).

## 3 Discussion

Our results demonstrated that macrophages in the bone marrow environment regulate the bioenergetic status and osteogenic differentiation of MSCs by transferring their mitochondria into MSCs. Under osteoporotic conditions, macrophages undergo oxidative abnormalities and transition into proinflammatory M1‐like cells. This process leads to increased mitochondrial transfer from macrophages to MSCs. Moreover, increased mitochondrial transfer from M1 macrophages MSCs induces cellular damage and metabolic reprogramming. We also demonstrated that metabolic intermediates of the TCA cycle, such as succinate, increased in osteoporotic mice. Succinate regulates inflammation and is involved in multiple biological processes as a key signal. Succinate accumulation in MSCs promotes the increased expression of proinflammatory genes, including *IL‐1β*, by inducing elevated ROS levels and Hif‐1*α* activation, which in turn affects the osteogenic differentiation of MSCs (**Figure** **7**).

**Figure 7:**
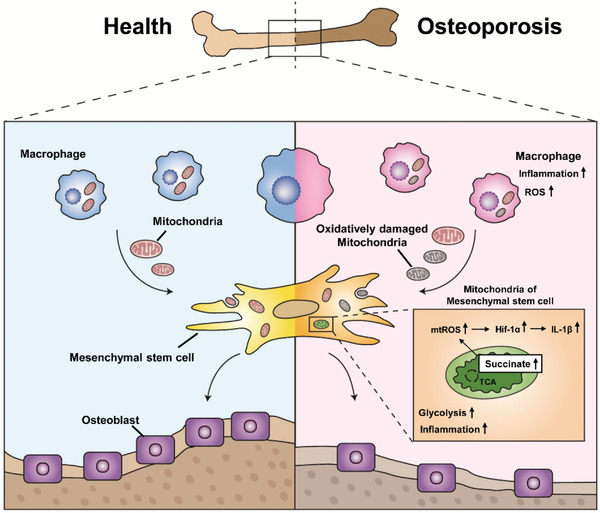
Schematic showing the mode of action of intercellular mitochondrial transfer of macrophages and MSCs in the bone environment to affect bone metabolism. Our findings reveal that mitochondrial transfer may have emerged as a new mode of regulating cellular crosstalk in the bone environment. When macrophages are in an osteoporotic state, they release mitochondria with oxidative damage, triggering elevated ROS, and mitochondrial dysfunction in MSCs. Metabolic dysfunction in MSCs leads to intracellular succinate accumulation, which promotes elevated levels of inflammation, which in turn affects osteogenic differentiation.

Recently, the relationship between macrophage polarization and changes in the bone marrow environment have received extensive attention.^[^ ^2^, ^27^ ^]^ Under osteoporotic conditions, macrophages in the bone marrow environment exhibit altered mitochondrial functions, such as elevated ROS, increased mitochondrial membrane potential (MMP), and a shift to glycolysis. Moreover, the development of various inflammatory states is regulated by endotoxin levels.^[^ ^2^, ^28^ ^]^ We observed elevated endotoxin levels in osteoporotic OVX mice, which further confirms that osteoporosis is a chronic inflammatory disease. To simulate impaired mitochondrial function in vitro, macrophages were treated with LPS. Changes in the mitochondrial function and the metabolic state of macrophages after LPS treatment were achieved by inhibiting complex II and III and remission state III respiration.^[^ ^21^, ^29^ ^]^

Mitochondria released from multiple cell types have been studied using in vitro and in vivo methods to validate cell‐to‐cell transfer.^[^ ^9^, ^30^ ^]^ However, the main focus of these studies is that damaged or cancer cells obtain mitochondria from donor cells (most likely MSCs) to rescue the metabolic and proliferative needs of the damaged cells.^[^ ^20^, ^31^ ^]^ There are far fewer reports on the transfer of mitochondria to MSCs. Only a few reports indicate that this phenomenon may be involved in the antiapoptotic and prodifferentiation functions of activated stem cells.^[^ ^32^ ^]^ Levoux et al. demonstrated that platelets enhance the therapeutic effect of MSCs on wound healing, whereas platelets with dysfunctional mitochondrial affect the therapeutic capacity of MSCs.^[^ ^9a^ ^]^ The donor cell type and functional status may have different effects on recipient cells after mitochondrial transfer.^[^ ^31^, ^33^ ^]^ A similar phenomenon was observed in our study; when infused with mitochondria from M1‐like macrophages (LPS‐treated), mice developed osteoporosis‐like symptoms, whereas infusing normal mitochondria ameliorated the bone loss symptoms after OVX surgery.

Substantial evidence suggests that cell‐to‐cell mitochondrial transfer occurs more frequently in organisms than previously thought.^[^ ^9^, ^20^, ^32^ ^]^ Mitochondrial transfer between cells regulates cellular function and the energy metabolism state of recipient cells through mitochondrial integration.^[^ ^9^, ^11^ ^]^ In our experiments, we observed that when M1‐like macrophage mitochondrial transfer to MSCs increased, mitochondrial abnormalities, such as increased ROS and decreased MMP were induced. Simultaneously, we found that oxygen consumption in MSCs decreased and glycolysis increased during this process. This evidence suggests that increased transfer of abnormal mitochondria alters the metabolic state of MSCs, which in turn leads to osteogenic differentiation disorders.

Subsequently, we verified how mitochondria from M1‐like macrophages affect TCA cycle metabolism in recipient MSCs. Several intermediates of the TCA cycle, including succinic acid, were upregulated. Succinate is an important metabolite in host and microbial processes and is involved in various pathophysiological processes in vivo.^[^ ^34^ ^]^ Circulating succinate levels are elevated in metabolic and inflammation‐related diseases, including ischemic heart disease,^[^ ^35^ ^]^ obesity,^[^ ^36^ ^]^ and type 2 diabetes.^[^ ^3^, ^36^ ^]^ Guo et al. concluded that hyperglycemia induces succinate accumulation in bone marrow stromal cells, which in turn stimulates osteoclastogenesis.^[^ ^3^ ^]^ The development of metabolic disorders in skeletal disorders is controlled by succinate, but the mechanism remains unknown. Notably, abnormal ROS elevation during ischemia‐reperfusion injury is controlled by succinate accumulation, and ROS levels affect the severity of tissue damage.^[^ ^37^ ^]^

In addition to inducing ROS production, high succinate levels directly inhibit the prolyl hydroxylase domain (PHD) to regulate Hif‐1*α* stability. Succinate accumulation induces the transcription of many inflammatory genes, including those encoding IL‐1*β*, through Hif‐1*α*, which plays an important role in glycolytic reprogramming.^[^ ^21b^ ^]^ However, local transplantation of human MSC‐EVs also induces Hif‐1*α* expression, and Hif‐1*α*‐mediated *Vegfa* expression is a key regulator that promotes angiogenesis and accelerates fracture healing.^[^ ^38^ ^]^ This mechanism is consistent with the results of our OVX recovery experiments. We observed that Hif‐1*α* increased when macrophages and MSCs were cocultured, but MSCs showed enhanced osteogenic differentiation ability. We hypothesized that MSC differentiation ability may be affected by succinate‐regulated inflammatory genes. Succinate levels did not increase in MSCs after normal mitochondrial transfer. Therefore, inflammatory activation is regulated by intracellular succinate levels in MSCs after mitochondrial transfer and is critical for MSC metabolism and differentiation.

This study focused on mitochondrial delivery from macrophages to MSCs for two reasons. 1) Our experiments verified whether the bone marrow environment in osteoporosis is in an inflammatory state and macrophages respond faster and more directly. 2) MSCs, a stem cell population that provides osteoblasts in the bone marrow environment, have high research and application potential to study the effects of other factors on their cell status. In future experiments, we will examine mitochondrial transfer from MSCs to macrophages and their regulation in more detail.

Our research has several noteworthy limitations. Our study focused on the mitochondrial transfer of proinflammatory M1 macrophages to MSCs, and did not reveal the mitochondrial transfer to osteoclasts. Therefore, our further work will aim to understand the mitochondrial transfer of proinflammatory M1 macrophages to cells in a variety of bone microenvironments and how they affect their physiological functions. Second, we confirmed the effect of pro‐inflammatory M1 macrophages on MSCs by various means in vivo and in vitro. However, how to interfere with proinflammatory M1 mitochondrial transfer and achieve targeted treatment for osteoporosis remains to be explored. Use the confirmed form of mitochondrial transfer to inhibit the formation of endocytosis, exocytosis and TNT, and determine whether blocking mitochondrial transfer can reverse metabolic diseases such as osteoporosis.

## 4 Conclusion

Our findings reveal a new pattern of cellular crosstalk in the bone marrow environment, with macrophages regulating bone metabolism crosstalk by transferring their mitochondria into MSCs. This study suggests that mitochondrial transfer may be a novel way to regulate homeostasis by enabling immune cells to regulate their local tissue environment. Targeting mitochondrial transfer to prevent bone loss provides a new approach to the treatment and prevention of osteoporosis and proposes additional strategy to improve metabolism‐related diseases.

## 5 Experimental Section

### Mice

Female C57BL/6 mice were obtained from the Animal Center of Wuhan University. All experimental procedures were approved by Wuhan University and were performed according to laboratory animal care and use guidelines. The study protocol was approved by the Ethics Committee for Animal Use of the Institute of Biomedical Sciences (Protocol number 69/2017).

For the LPS (Solarbio) induced calcium osteolysis mouse model, female C57BL/6 mice (8 weeks old) were randomly assigned to three groups: PBS group (*n* = 10), LPS group (5 mg kg^−1^ LPS, *n* = 10), and mito (LPS) group (100 µg LPS‐Mito, *n* = 10). LPS (5 mg kg^−1^) was injected intraperitoneally once per week for 3 weeks. Mito (LPS) (100 µg dissolved in 100 µL PBS) was injected through the tail vein twice weekly for 3 weeks.

Ovariectomy was performed at 8 weeks of age, as described previously.^[^ ^39^ ^]^ For the postmenopausal osteoporosis model, the mice were divided into three groups: sham mice (sham, *n* = 10), OVX mice (OVX, *n* = 12), and Mito mice (OVX + Mito, *n* = 10). RAW Mito (100 µg dissolved in 100 µL PBS) was injected through the tail vein twice a week starting 1 week after surgery for 6 weeks. Blood samples were centrifuged at 1000 × g for 15 min to harvest the serum, which was stored at −80 °C for later use. Femurs were also collected.

For the BMMs transplantation experiment, mice received 8 Gy irradiation from a cesium‐137 irradiator. Mitochondria from BMMs overexpressing Tom20‐GFP were intravenously injected into irradiated mice. At 24 h after irradiation, 1 × 10^6^ BMM Tom20‐GFP cells were transplanted via a tail vein injection. The mice were analyzed 24 h after transplantation.

For serum markers of bone formation and bone absorption, mouse serum was collected for ELISA (Bioswamp) analysis of OPG and TRAP5 levels. All procedures are carried out in accordance with the manufacturer's instructions.

### BMM and MSC Isolation and Culture

BMMs were extracted from the leg bones, differentiated in DMEM (Gibco) containing 10% fetal bovine serum (FBS, Gibco), 1% penicillin streptomycin (Gibco), and macrophage colony‐stimulating factor (M‐CSF) (50 ng mL^−1^) (Proteintech) for 72 h. Unless otherwise stated, 5.0 × 10^5^ BMM mL^−1^ were used for in vitro experiments.

MSCs were originally isolated from the tibias and femurs of mice. The bone marrow was washed with *α*‐Dulbecco's medium (*α*‐MEM; Gibco). The adherent cell population was left behind in standard *α*‐MEM containing 20% FBS. The cells were further purified by passage, and cells from passage 3 were used for subsequent experiments. The cells were grown in a humidified 5% CO_2_ atmosphere at 37 °C.

### Assessment of Mitochondrial Transfer From Macrophages to MSCs

To evaluate mitochondrial transfer, MSCs and macrophages were labeled with MitoTracker Green (100 nm, Invitrogen) and MitoTracker Deep Red (100 nm, Invitrogen), respectively. The intercellular mitochondrial transfer of MSCs (green) and macrophages (red) was photographed at 0, 3, 6, and 24 h after coculture using an LSM800 confocal microscope (Zeiss), and videos of mitochondrial transfer within 3 h of coculture were captured.

Furthermore, we assessed mitochondrial transfer in Transwell plates containing 0.4 µm pore polycarbonate membranes (Millipore). MSCs (green) and macrophages (red) were labeled with mitochondrial dyes, cultured in a 24‐well plate containing Transwell for 24 h, and then photographed using a confocal microscope.

Macrophage‐derived mitochondria in MSCs were further detected by LSR Fortessa X20 flow cytometer (BD Biosciences). MSCs were seeded into 12‐well plates at a density of 16 × 10^4^ per well for 24 h. RAW and BMM were incubated with MitoTracker Deep Red (100 nm, Invitrogen) for 30 min. They were then washed 3 times with PBS and seeded into 12‐well plates and cultured for an additional 24 h. After incubation, cells in wells were harvested and incubated with F4/80‐PE‐Cy7 (Biolegend; 1:400) antibody for 30 min at 4 °C. Flow cytometric collection of MitoTracker Deep Red in F4/80^−^ cells. Data from flow cytometry were representative of receiving macrophage‐derived mitochondria in MSCs. The mean fluorescence intensity of received mitochondria in MSCs was analyzed using FlowJo software.

Finally, after 24 h of treatment with 50 µm dynasore, a dynein‐dependent clathrin‐mediated endocytosis inhibitor (MedChemExpress), analysis by flow cytometry and cytometry kit‐8 (CCK8) viability assay Mitochondrial transfer and MSC viability.

### Flow Cytometry

As previously described,^[^ ^40^ ^]^ MSCs exhibited the following phenotypes: CD29^+^ (BioLegend; 1:200), stem cell antigen 1 (Sca‐1)^+^ (Invitrogen; 1:200), CD73^+^ (BioLegend; 1:200), CD44^+^ (BioLegend; 1:100), CD34^−^ (BioLegend; 1:100), and CD45^−^ (BioLegend; 1:200). BMMs were incubated with F4/80‐PE‐Cy7 (Biolegend; 1:400), CD206‐FITC (BioLegend; 1:200), and CD80‐PE‐Cy5 (BioLegend; 1:200) antibodies at 4 °C for 30 min. Then, the ratios of CD206/F4/80 and CD80/F4/80 cells were analyzed. Labeled cells were collected and analyzed using a FACScan flow cytometer (Becton Dickinson). Data were analyzed using FlowJo software.

### Osteogenic Differentiation Assay

For osteoblast differentiation, MSCs were cultured in DMEM containing 10% FBS, 100 nm dexamethasone (Sigma), 50 µg mL^−1^ ascorbic acid (Sigma), and 5 mm *β*‐glycerophosphate (Sigma). After culturing for 7 days, cells were stained using a BCIP/NBT alkaline phosphatase color reagent kit (Beyotime) to evaluate alkaline phosphatase content. After incubation for 14 days, cells were stained with 0.2% alizarin red (pH 4.2, Sigma‐Aldrich) to evaluate the degree of mineralization.

### Cell Proliferation and Apoptosis Assay

The proliferation of MSCs was evaluated using Cell Count Kit‐8 (MCE). After the cells were treated with CCK‐8 reagent, they were incubated for 2 h, and the optical density (OD) value at 450 nm was measured with a spectrophotometer.

MSCs apoptosis was measured with FITC labeled Annexin‐V. Cell necrosis was measured with propidium iodide (PI) (Solarbio). After exposure to various experimental conditions, cells were trypsinized and labeled with fluorescent dye at 37 °C. The FACS scanner was used for cell fluorescence analysis.

### Transmission Electron Microscopy

MSCs were seeded at a density of 16 × 10^4^ cells mL^−1^ in 12‐well plates and cocultured with RAW 264.7 cells (mouse mononuclear macrophage leukemia cells) for 24 h. The cells were fixed with 3% glutaraldehyde for 5 min at room temperature, washed three times with PBS, and post‐fixed with 1% osmium tetroxide. The fixed cells were dehydrated in an ascending ethanol series (70%, 90%, and 100%) and infiltrated and embedded in epoxy resin.^[^ ^11b^ ^]^ After the samples were sliced (70 nm) with a diamond knife, the sections were picked using a copper grid (100 mesh). After staining with uranyl acetate and lead citrate, the samples were observed using a JEM‐1400 transmission electron microscope (JEOL) at an acceleration voltage of 120 kV.

### Mitochondrial Isolation and Quantification

The method for isolating mitochondria from the cells was optimized according to the manufacturer's protocol (Solarbio). Conditioned cells were washed with PBS and collected. Ice‐cold lysis buffer was added to resuspend the cells, which were lysed with a tissue homogenizer in an ice bath at 0 °C. Mitochondria were obtained after gradient centrifugation. The mitochondrial protein concentration was determined using the BCA protein quantification Kit.

### Real‐Time PCR Assays

Total RNA from BMM and MSC were isolated using TRIzol reagent (Takara). cDNA was prepared by reverse transcription of 1 µg total RNA using HiScript II Q RT SuperMix (Vazyme). Amplification reactions were performed using ChamQ SYBR qPCR master mix (Vazyme) and random primers. The 2^−ΔΔCt^ method was used to quantify relative expression, which was normalized to *β*‐actin levels.

### Western Blot

Total intracellular protein was extracted using precooled RIPA lysis buffer. Protein concentrations were detected using a BCA protein assay kit (Beyotime). Samples with equal protein concentrations were separated by 10% SDS‐PAGE. The proteins were transferred to PVDF membranes (Roche). The membranes were blocked with skim milk for 1 h at room temperature and incubated with primary antibody overnight at 4 °C. Membranes were incubated with appropriate HRP‐conjugated secondary antibody (ABclonal; 1:10 000) for 1 h at room temperature. Signals were detected using enhanced chemiluminescence reagent (ECL, Advansta). The following primary antibodies were used for Western blot analysis at the indicated dilutions: anti‐Mfn2 (Proteintech, 1:1000), anti‐Vdac (ABclonal, 1:1000), anti‐COXIV (ABclonal, 1:1000), anti‐Tom20 (ABclonal, 1:1000), anti‐Hif‐1*α* (ABclonal, 1:1000), and anti‐*β*‐actin (ABclonal, 1:1000).

### Endotoxin Measurements and Inflammation Analysis

Serum, BMM, and MSC endotoxin levels were determined using an LAL Chromogenic Endotoxin Quantitation Kit (Pierce). The serum was diluted 1:50 under pyrogen‐free conditions and inactivated at 70 °C for 15 min. Limulus reagent was added and incubated at 37 °C for 8 min. The cells were incubated for 6 min after adding developer. After adding the stop reaction solution, 100 µL sample was pipetted into a pyrogen‐free 96‐well plate and use a microplate reader (Molecular Devices) to measure the absorbance at 405 nm.

In order to analyze inflammation, serum was collected from mice and the concentration of IL‐1*β* in serum was determined by ELISA kit (Bioswamp). All procedures are carried out in accordance with the manufacturer's instructions.

### Confocal and FACS Determination of ROS

MSCs were seeded into 24‐well plates with cell slides at a density of 4 × 10^4^ per well and divided into control, RAW‐Transwell and RAW+LPS‐Transwell groups. Cells were cultured in DMEM for 24 h. Cells were mixed with 3 µm MitoSOX Red (Invitrogen) and 100 nm MitoTracker Green in PBS and incubated at 37 °C for 30 min. The cell slides were transferred into confocal dishes and the mitochondrial ROS of the cells were analyzed by confocal microscopy.

In addition, MSCs were seeded into 12‐well plates at a density of 16 × 10^4^ per well and divided into control, RAW‐Transwell and RAW+LPS‐Transwell groups. After cells were cultured in DMEM for 24 h, cells were mixed with 10 µm DCFH‐DA (Beyotime) and incubated at 37 °C for 20 minand analyzed by flow cytometry (Becton Dickinson) for mean fluorescence intensity. Data were analyzed using FlowJo software.

### Confocal and FACS Determination of Tetramethylrhodamine Methyl Ester

MSCs were seeded into 24‐well plates with cell slides at a density of 4 × 10^4^ per well and divided into control, RAW‐Transwell and RAW+LPS‐Transwell groups. Cells were cultured in DMEM for 24 h. Cells were incubated in TMRM (Invitrogen) (100 nm) for 20 min at 37 °C. Cells were imaged using a confocal microscope (Zeiss, Jena, Germany).

For flow cytometry assays, the cells were trypsinized into single cell suspensions and resuspended in PBS. The TMRM intensity in different groups was measured using a flow cytometer and the data were analyzed using FlowJo software.

### Metabolic Analysis

Energy metabolism analysis was performed using an XF24 extracellular flux analyzer (Seahorse Bioscience). Briefly, cells were seeded into XF24 cell culture plates (Seahorse Bioscience) at 8 × 10^4^ cells per well after treatment as described earlier. The plate containing the syringe ports and probes and the utility plate containing calibrator solution (1 mL per well) were placed together in a CO_2_‐free incubator at 37 °C overnight. The next day, the original medium was replaced with XF assay buffer (XF basic medium supplemented with 25 mm glucose, 1 mm pyruvate, 2 mm L‐glutamine, and adjusted to pH 7.4). The cell culture plate was placed in a CO_2_‐free incubator for at least 0.5 h. Inhibitors [1 µm oligomycin, 1 µm carbonyl cyanide‐4‐(trifluoromethoxy)phenylhydrazone (FCCP), 1 µm rotenone, 10 mm glucose, and 50 mm 2‐Deoxy‐*D*‐glucose (2DG]) were added to the port of the syringe plate. The plate was run using the utility plate for calibration. After completion, the utility plate was replaced with a cell culture plate for the run. Data were analyzed using Seahorse Wave software 2.6.1. The data were normalized using the protein content.

### RNA‐Seq and Data Analysis

Total RNA was extracted from BMM and MSC cells using the TRIzol reagent (Takara). Purified poly(A) mRNA was isolated from 1 mg total RNA using a Poly(A) mRNA Magnetic Isolation Module (Thermo Scientific). Then, RNA‐seq libraries were prepared using NEBNext Super Directional RNA Library Preparation Kits (New England Biolabs). Sequencing was performed on an Illumina NovaSeq 6000 platform with 150‐bp paired‐end reads. RAW sequencing data were processed by Trim_Galore (v.0.6.7) for removing adapters and low‐quality base pairs. The reads were mapped to the mouse reference genome (GRCm38) using HISAT2 software (v.2.1.0). The number of reads mapped to each Ensembl gene was counted using featureCounts (v.2.0.1). Sequence count data normalization and differential expression analysis was performed using R/Bioconductor package DESeq2 (v1.32.0). RNA‐seq data have been deposited at GEO (GSE198806) and are publicly available as of the date of publication.

### Micro‐CT Analysis

Mouse femurs were fixed with 4% paraformaldehyde for 24 h at 4 °C and scanned using a high‐resolution micro‐computed tomography scanner (SkyScan). The scanner was set at 80 kV, 100 mA, and 6 mm per pixel resolution. The region of interest (ROI) was analyzed from 0.1 mm below the growth plate to 5% of the femur length. A 3D analysis of the following morphological parameters was performed using CTAn (Brucker): bone volume (BV), trabecular bone volume per tissue volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), and trabecular separation (Tb.Sp).

### Histochemistry and Immunohistochemical Analysis

For histochemistry, the femur was fixed with 4% paraformaldehyde at 4 °C for 24 h, decalcified with 10% EDTA (pH 7.4) for 14–21 days, and then embedded in paraffin. Preparation with a slicer (Leica) 5 µm sections were stained with von Kossa and TRAP (Sigma). Bone histomorphology parameters 69 and ImageJ were used for image analysis.

For immunohistochemical staining, use 0.05% trypsin to digest the sample at 37 °C for 15 min. The sections were incubated with anti‐Osteocalcin antibody (1:200; SantaCruz) at 4 °C overnight. Then use DAB substrate kit (MXB biotechnology) for color reaction to detect antibody binding.

### ^13^C_6_‐Glucose LC‐MS Metabolomics

MSCs were seeded into 6‐well plates at a density of 40 × 10^4^ per well and were divided into control, RAW‐Transwell, and RAW+LPS‐Transwell groups. The cells were cultured in DMEM for 24 h. The media was then replaced with homogeneously labeled DMEM containing 25 mm **^1^** ^3^C**_6_**‐glucose (Sigma) and incubated for 4 h. The cells were gently washed three times with ice‐cold PBS. Then, 1 mL prechilled 80% methanol was added to each well, and the cells were lysed at –80 °C for 2 h. The lysate was collected and centrifuged at 14 000 × g for 20 min at 4 °C. The protein concentrations in the extracts were determined using a BCA protein quantification Kit. The supernatant was dried using a Speedvac instrument. Metabolite measurements were performed using the Tsinghua University Metabolomics platform. **^1^** ^3^C enrichment in glucose was determined using LC‐MS.^[^ ^21b^ ^]^ The expected retention times and accurate masses were measured using TraceFinder 4.1 (Thermo Scientific) and target metabolites were quantified using the area under the curve. Cell numbers and sample protein concentrations were used for normalization. The relative metabolite levels were calculated by summing the values for all isotopologs of a given metabolite. The ^13^C carbon relative to the total carbon was calculated for each metabolite.

### Colorimetric Determination of Succinate

We used a succinate (succinic acid) assay kit (BioVision Inc.) according to the manufacturer's manual. Succinate levels were detected in serum, BMM, and MSC samples. 50 µL of samples and standards were sequentially added to 96‐well plates, incubated at 37 °C for 30 min, and use a microplate reader (Molecular Devices) to measure the absorbance at 450 nm.

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism 8.0 (GraphPad Software). The data are presented as the mean ± SD, showing continuous normal distribution. Two sample groups were analyzed using two‐tailed Student's *t*‐test. Multiple groups were analyzed using one‐way or one‐way ANOVA. Differences were considered statistically significant at *p* < 0.05. *p < 0.05, **p < 0.01, and ***p < 0.001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

W.C., Y.J., and Y.Z. conceived this research. W.C. and J.Z. conducted most experiments with the help of Y.N., Y.W., and L.X. W.C., Y.Y., and L.H. performed bioinformatic analysis. W.C. and J.Z. wrote this paper. W.C. and Y.C. analyzed the data. W.C. and Y.J. revised the document. All authors read and approved the final manuscript.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Video 1 Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Mitochondrial Transfer Regulates Cell Fate Through Metabolic Remodeling in Osteoporosis
**Source:** Adv Sci (Weinh). 2022 Dec 11;10(4):2204871. doi: 10.1002/advs.202204871
**Supplement:** Supplementary file 1 — Supporting Information

## Supplementary Video

**Supplementary Video 1. Mitochondria transfer from macrophages to MSCs. Related to Figure 1.** Mitotracker Deep Red (red signal) labeled macrophages were co-cultured with Mitotracker Green (green signal) labeled MSCs. Nuclei were labeled with Hoechst 33342 (blue signal). Scale bar, 15  $\mu$ m.

## Supplementary Figures

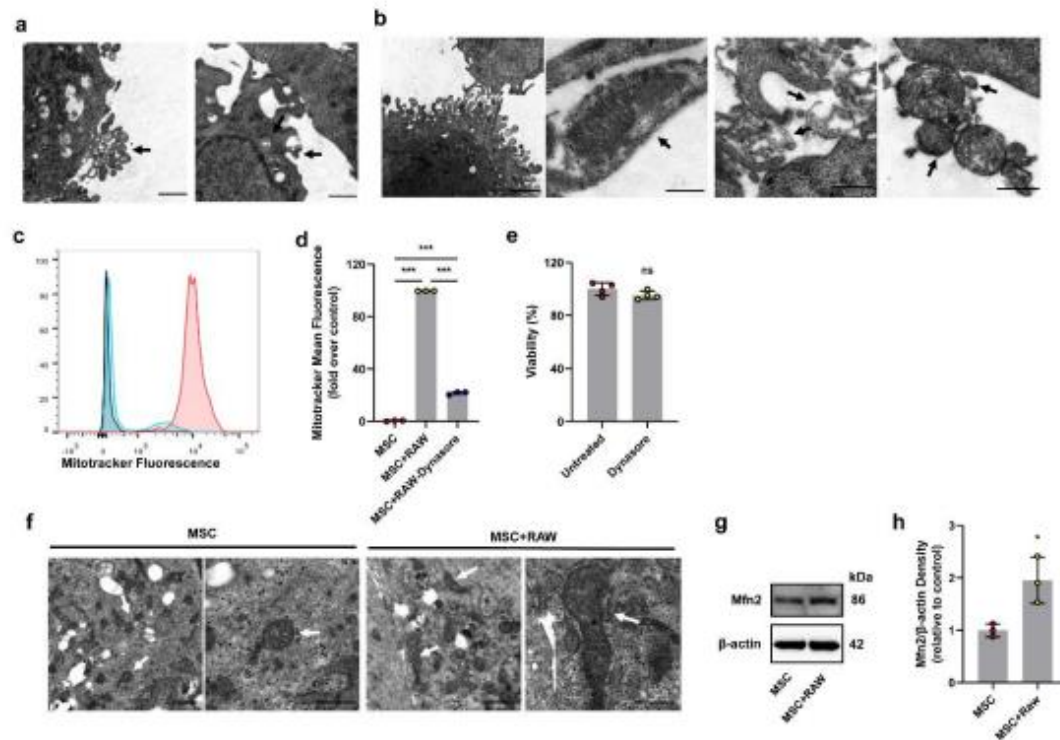

**Figure S1. Mitochondria transfer from macrophages to MSCs. Related to Figure 1.**

(a) Mitochondria released by macrophages. Scale bar, 2  $\mu$ m; (b) Transmission electron micrographs taken after macrophage contact with MSCs (right panel). Scale bar, 2  $\mu$ m. Macrophages transfer mitochondria as TNTs (right second panel) and MVs (right second, third panel). Scale bar, 0.5  $\mu$ m ( $n = 4$ ). (c, d) Flow cytometry analysis of the ability of MSCs to endocytose mitochondria in the absence or presence of dynasore (Dynasore+RAW) ( $n = 3$ );

one-way ANOVA with Tukey's post-test. (e) Relative viability of MSCs after 24 h treatment with 50  $\mu$ M dynasore, as assessed by CCK8 assay for untreated ( $n = 4$ ); two-tailed Student's t-test. (f) Transmission electron micrograph of untreated MSCs (left panel). Scale bar, 1  $\mu$ m. Mitochondrial morphology of untreated MSCs is short (left second panel). Scale bar, 0.5 $\mu$ m. Transmission electron micrograph of MSCs after 24 h exposure to macrophages (right panel). Scale bar, 1  $\mu$ m. Mitochondrial hyperfusion was shown in MSCs (right second panel). Scale bar, 0.5  $\mu$ m ( $n = 4$ ). (g, h) Western blot of Mfn2 expression in MSCs after 24 h exposure to macrophages ( $n = 3$ ); one-way ANOVA with Tukey's post-test. Each error bar represents the mean  $\pm$  SD of three independent experiments. Differences were considered statistically significant at  $p < 0.05$ . \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

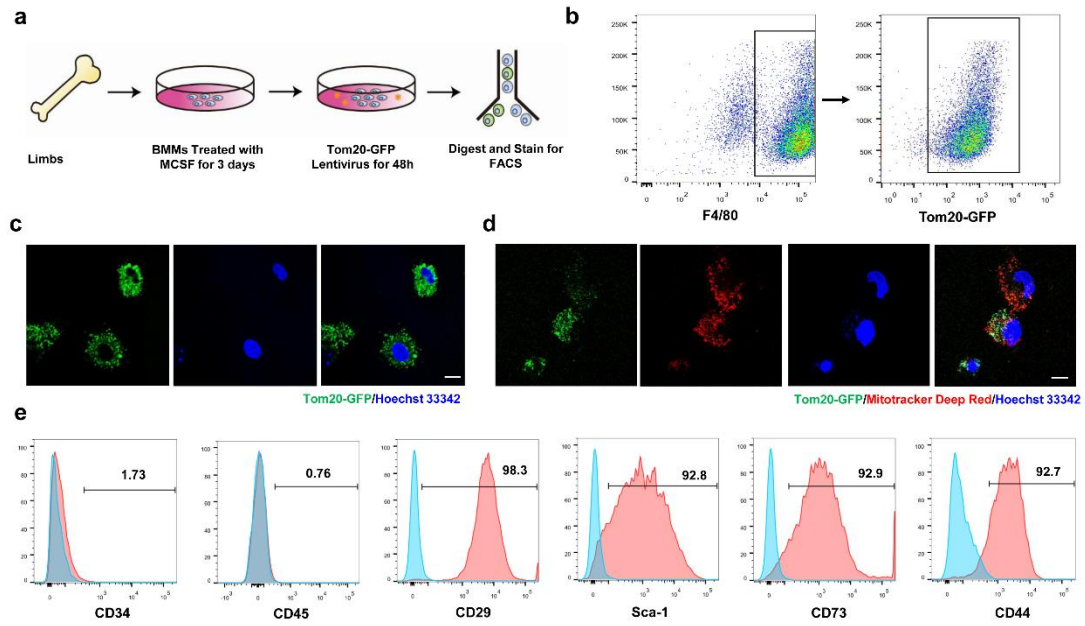

**Figure S2. Analysis of macrophage mitochondrial transfer *in vivo*. Related to Figure 1.**

(a-c) Schematic of obtaining Tom20-GFP expressing BMMs (a). Flow cytometry (b) and confocal microscopy analysis (c) to identify cells ( $n = 3$ ). Scale bar, 5  $\mu\text{m}$ . (d) Representative confocal microscopy pictures of Tom20-GFP (+) BMM (green) incubated with MSC for 24 hour, MSCs were previously labeled with Mitotracker Deep Red (red), and Nuclei was labeled with Hoechst 33342 (blue) ( $n=3$ ). Scale bar, 10  $\mu\text{m}$ . (e) Positive expression of MSC markers, including CD29, Sca-1, CD73 and CD44. There was no hematopoietic contamination of the cells as indicated by the lack of expression of CD45 and CD34 ( $n = 3$ ). Each error bar represents the mean  $\pm$  SD of three independent experiments. Differences were considered statistically significant at  $p < 0.05$ . \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

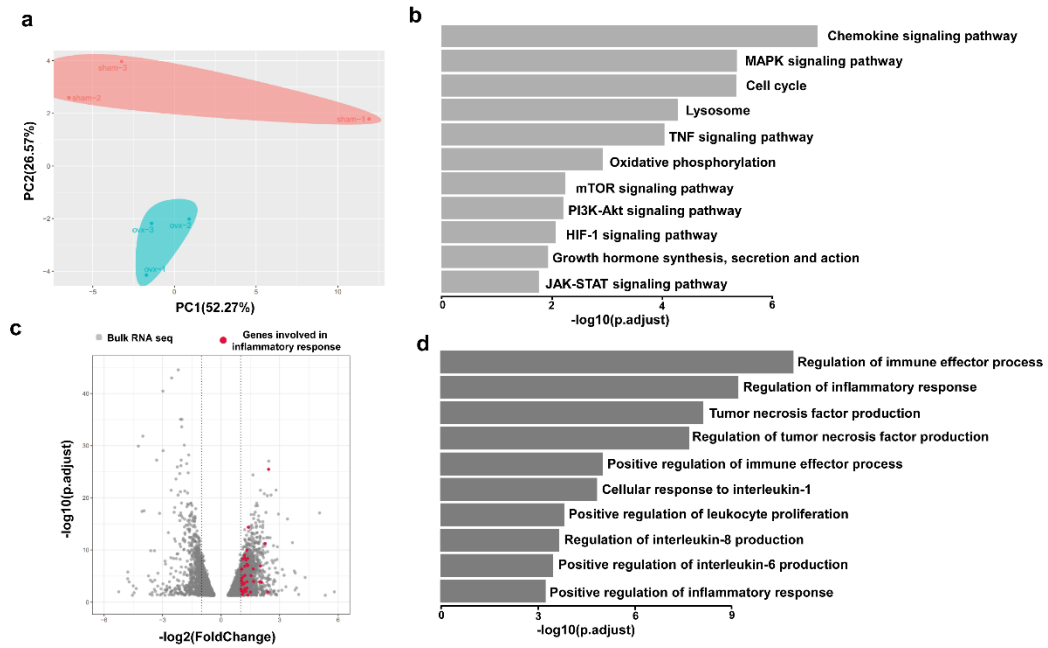

**Figure S3. Bioinformatics analysis of macrophages in a mouse model of osteoporosis.**

**Related to Figure 2.**

(a) PCA based on all identified genes ( $n = 3$ ). (b) KEGG analysis of RNA-seq data from sham or OVX-treated BMMs ( $n = 3$ ). (c) Volcanic map of genes involved in inflammation ( $n = 3$ ). (d) GO analysis of genes involved in inflammation ( $n = 3$ ). 

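Of the genes tied to inflammation, Tnf (chromosome 17, 35199381 to 35202007) was lower in OVX, at 107 CPM (SD 6.72, n = 3) against 243 CPM (SD 70.2, n = 2). This is a log2 fold change of -1.27 (SE 0.18, edgeR adjusted p = 0.00245). Nos2 (chromosome 11, 78920787 to 78960254) was at 0.645 CPM (SD 0.199, n = 3) against 3.88 CPM (SD 0.230, n = 2), a change of -2.56 (SE 0.35, edgeR adjusted p = 0.00196). Il1b (chromosome 2, 129364570 to 129371139) changed by -0.50 (SE 0.13, edgeR adjusted p = 0.0224), a fold change below 2. With sham replicates 2 and 3 counted as 1 sample edgeR's adjusted p was 0.0724, and with DESeq2 on all libraries it was 0.00626. Il6 changed by -0.98 (SE 0.52, edgeR adjusted p = 0.191), and by -0.31 without sham replicate 1. Ptgs2 and Ccr2 were higher, with log2 fold changes of 1.32 and 2.43, and Saa3, Ccl5, Acod1 and Il10 were lower, with -3.50, -2.06, -1.72 and -1.18. With the trends on GC content and gene length removed, Tnf changed by -0.94, Ptgs2 by 0.57, Ccr2 by 1.52 and Il6 by -1.68. Tnf and Ptgs2 then lie below the fold limit, and Il6 is called. The chemokine receptor pathway of Reactome gave a limma camera adjusted p of 0.105, Toll-like receptor cascades 0.0691, TNF signaling 0.0684 and apoptosis 0.284.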

Each error bar represents the mean  $\pm$  SD of three independent experiments. Differences were considered statistically significant at  $p < 0.05$ . \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

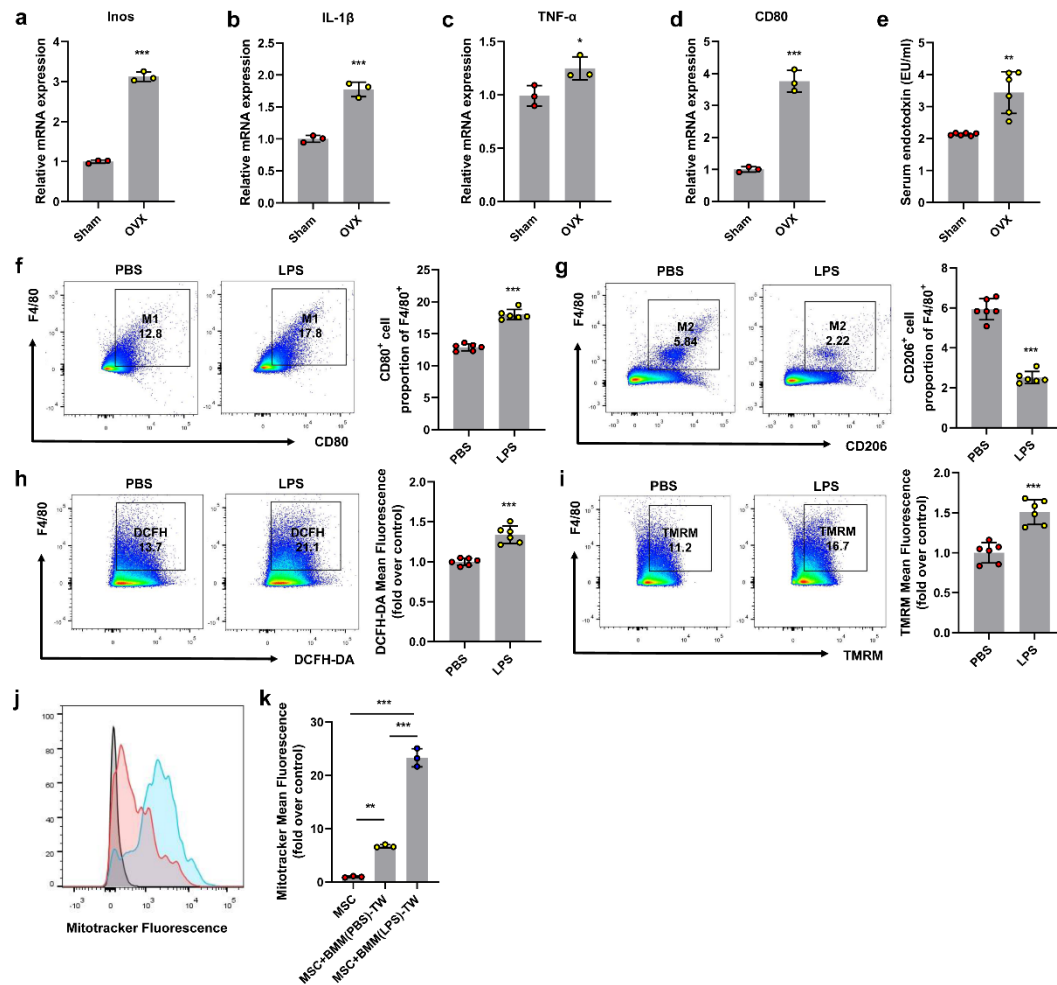

**Figure S4. Endotoxin induces an increased proportion of inflammatory M1-like macrophages. Related to Figure 3.**

(a-d) qPCR analysis of *Inos*, *IL-1 $\beta$* , *TNF- $\alpha$*  and *CD80* expression in sham or OVX-treated BMMs ( $n = 3$ ); two-tailed Student's t-test. (e) Detection of endotoxin levels in serum of sham and OVX mice ( $n = 6$ ); two-tailed Student's t-test. (f) Flow cytometry analysis of PBS and LPS-treated mice (left) and quantification of CD80<sup>+</sup>F4/80<sup>+</sup> macrophages in total bone marrow cells (right) ( $n = 6$ ). (g) Flow cytometric analysis of PBS and LPS-treated mice (left) and quantification of CD206<sup>+</sup>F4/80<sup>+</sup> macrophages in total bone marrow cells (right) ( $n = 6$ ) two-tailed Student's t-test. (h) Macrophages from PBS and LPS-treated mice were co-treated with DCFH-DA and F4/80 for 30 min, by flow cytometry to quantify ROS, and mean fluorescence intensity was quantified as a measure of cellular reactive oxygen species production ( $n = 6$ ). (i) Macrophages from PBS and LPS-treated mice were co-treated with TMRM and F4/80 for 30 min and then analyzed by flow cytometry to quantify membrane potential ( $n = 6$ ); two-tailed Student's t-test. (j, k) Flow cytometric analysis (j) and

quantification of mean fluorescence intensity (k) of Mitotracker Deep Red-labeled mitochondrial internalization by MSCs in the presence of from PBS group (red line) or LPS group (blue line) macrophages. Grey line represents untreated MSCs ( $n = 3$ ); one-way ANOVA with Tukey's post-test. Each error bar represents the mean  $\pm$  SD of three independent experiments. Differences were considered statistically significant at  $p < 0.05$ . \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

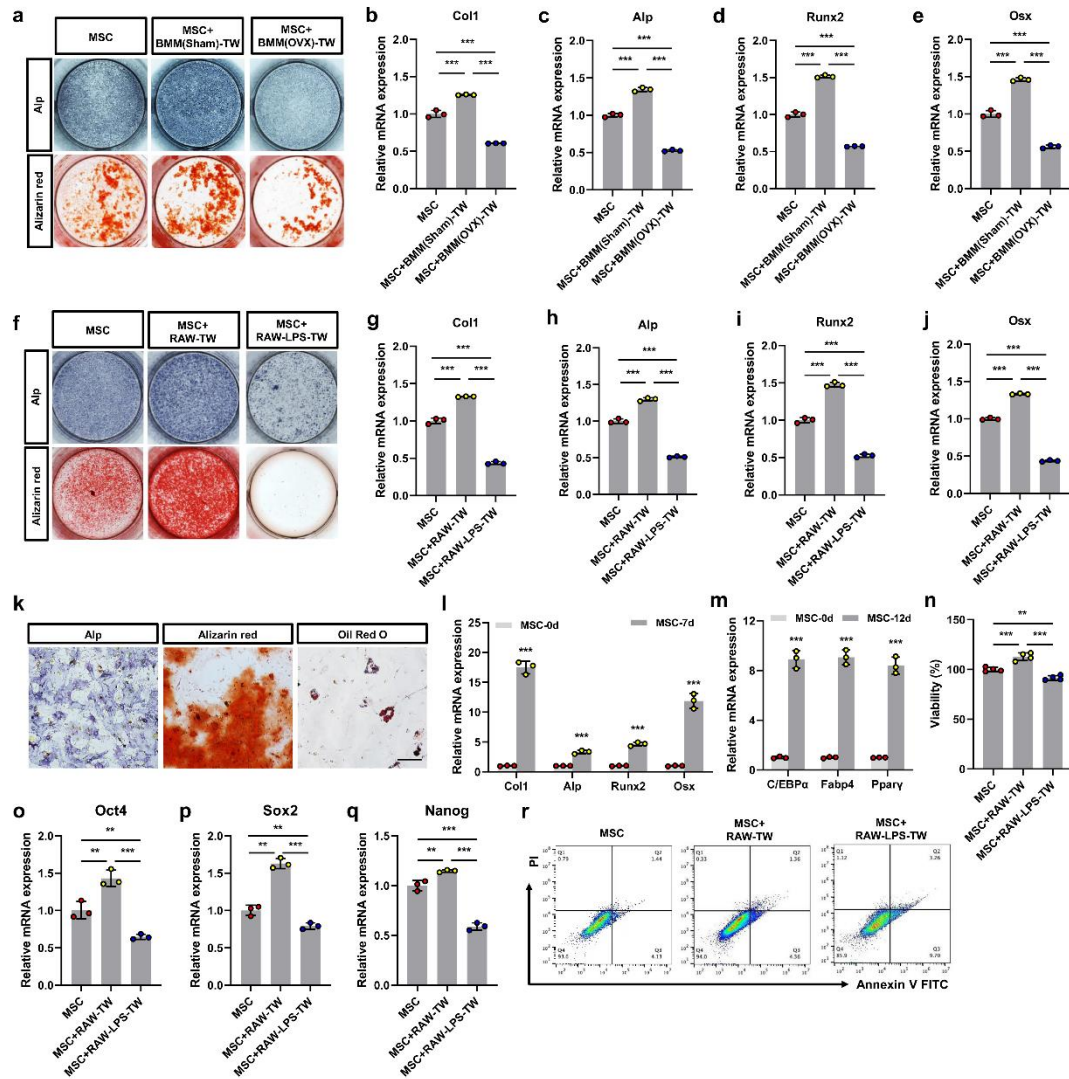

**Figure S5. Mitochondria released by M1-like macrophages inhibit the osteogenic differentiation of MSCs. Related to Figure 3.**

(a-e) Representative images of ALP and ARS staining in MSCs cultured alone or in the presence of sham- or OVX-derived macrophages (a) ( $n = 3$ ). qPCR analysis of *Col1*, *Alp*, *Runx2* and *Osx* expression under osteogenic conditions (b-e) ( $n = 3$ ); one-way ANOVA with Tukey's post-test. (f-j) Representative images of ALP and ARS staining in MSCs cultured alone or in the presence of untreated or LPS-treated macrophages (f) ( $n = 3$ ). qPCR analysis of *Col1*, *Alp*, *Runx2* and *Osx* expression under osteogenic conditions (g-j) ( $n = 3$ ); one-way ANOVA with Tukey's post-test. (k) Representative images of ALP, ARS and Oil Red O staining of MSCs ( $n = 3$ ). Scale bar, 400 nm. (l) qPCR analysis of *Col1*, *Alp*, *Runx2* and *Osx* ( $n = 3$ ); two-way ANOVA with Tukey's post-test. (m) qPCR analysis of *C/EBPα*, *Fabp4* and *Ppar-γ* ( $n = 3$ ); two-way ANOVA with Tukey's post-test. (n) Cell proliferation in MSCs

cultured alone or in the presence of untreated or LPS-treated macrophages ( $n = 3$ ); one-way ANOVA with Tukey's post-test. (o-q) qPCR analysis of *Oct4* (o), *Sox2* (p) and *Nanog* (q) ( $n = 3$ ); one-way ANOVA with Tukey's post-test. (r) Flow cytometry analysis of cell apoptosis in MSCs cultured alone or in the presence of untreated or LPS-treated macrophages ( $n = 3$ ); one-way ANOVA with Tukey's post-test. Each error bar represents the mean  $\pm$  SD of three independent experiments. Differences were considered statistically significant at  $p < 0.05$ . \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

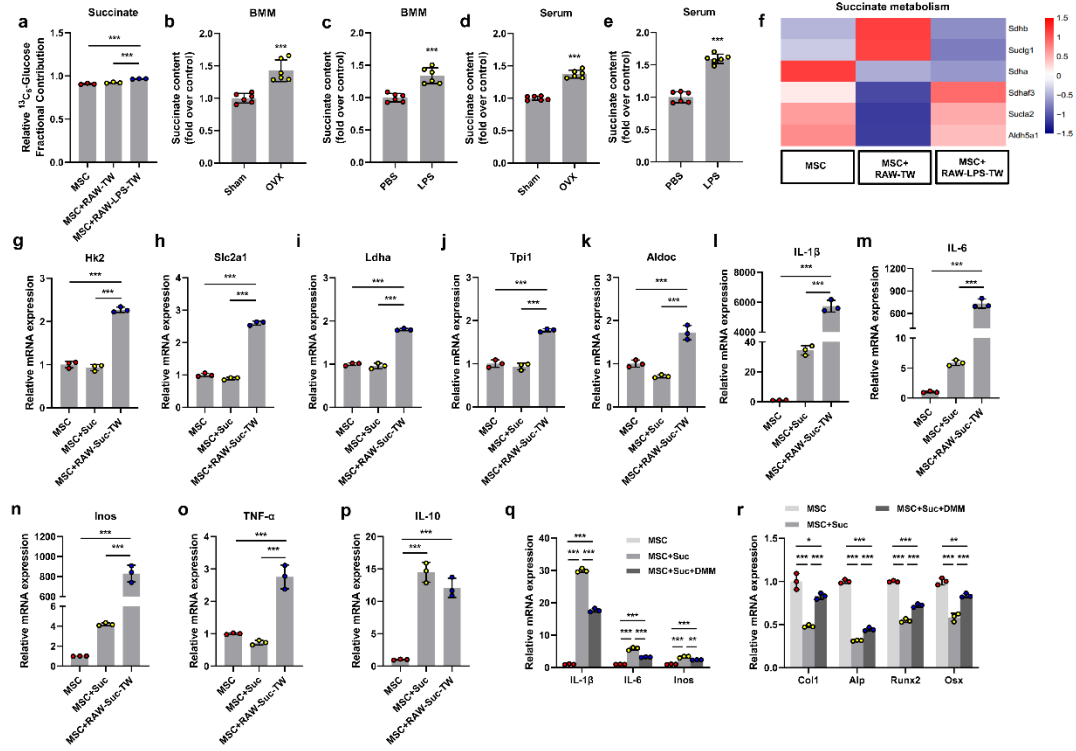

**Figure S6. Intracellular accumulation of succinate in MSCs resulted in increased expression of pro-inflammatory genes. Related to Figure 5.**

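For panel f, the counts hold 2 libraries in each of the 3 groups, and the 2 of MSC+RAW-TW are near copies. Suclg1, a subunit of succinate-CoA ligase (chromosome 6, 73248382 to 73276911), was at 99.8 CPM (SD 8.95, n = 2) in MSC+RAW-LPS-TW, 249 CPM (n = 1) in MSC+RAW-TW and 110 CPM (SD 0.694, n = 2) in MSC. In log2 it changed by -1.32 against MSC+RAW-TW and -0.15 against MSC (SE 0.11, edgeR adjusted p = 0.359). Sdhaf3, an assembly factor of SDH, was at 3.46 CPM (SD 1.83, n = 2), 1.67 CPM (n = 1) and 2.33 CPM (SD 0.063, n = 2). It changed by 1.05 and 0.57 (against MSC SE 0.39, edgeR adjusted p = 0.332), and without MSC+RAW-LPS-TW run B by 0.39 and -0.11. With the GC content and length trends removed the former was 0.27. Sucla2 changed by 0.79 and 0.21, and Aldh5a1, which is below 5 CPM in all groups, by 2.48 and 0.04. Without MSC replicate 2 the latter was -0.17. The highest group was the same as in the figure for 4 of the 6 genes, and Sucla2 and Aldh5a1 were highest in MSC+RAW-LPS-TW. The 22 genes of the TCA cycle had a median of -0.03 against MSC+RAW-TW (percentile 56.2) and -0.10 against MSC (percentile 8.39, limma camera adjusted p = 0.384). For glucose transport the medians were -0.59 against MSC+RAW-TW (percentile 6.26) and 0.48 against MSC (percentile 97.2, limma camera adjusted p = 0.221). The latter was 0.20 with genes at the floor set to their bound.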

(a) Contribution of  $^{13}\text{C}_6$ -glucose to succinate ( $n=3$ ); one-way ANOVA with Tukey's post-test. (b-e) Relative levels of succinate in BMMs (b, c) and serum (d, e) of Sham, OVX, PBS and LPS-treated mice ( $n=6$ ); two-tailed Student's t-test. (f) Succinate metabolism genes ( $n=3$ ). (g-p) qPCR analysis of glycolytic genes (g-k) and proinflammatory genes (l-p) in MSCs incubated with succinate or succinate-treated macrophages compared to untreated MSCs ( $n=3$ ); one-way ANOVA with Tukey's post-test. (q) qPCR was used to analyze the proinflammatory gene expression in MSCs treated with dimethyl malonate (DMM) and succinate ( $n=3$ ); one-way ANOVA with Tukey's post-test. (r) qPCR was used to analyze the osteogenic gene expression in MSCs treated with DMM and succinate ( $n=3$ ); one-way ANOVA with Tukey's post-test. Each error bar represents the mean  $\pm$  SD of three independent experiments. Differences were considered statistically significant at  $p<0.05$ . \* $p<0.05$ , \*\* $p<0.01$ , and \*\*\* $p<0.001$ .

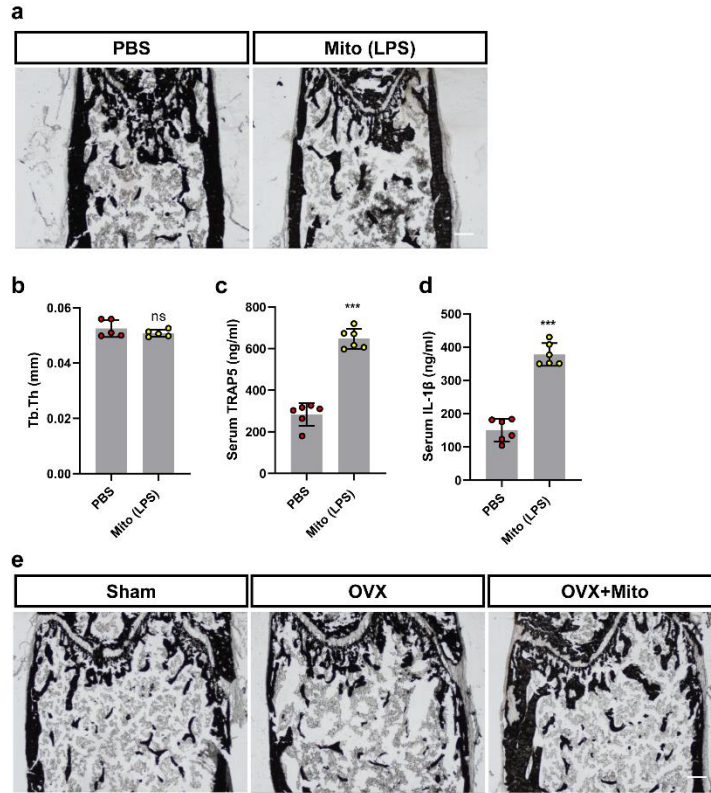

**Figure S7. Skeletal phenotype of mitochondrial transfer.**

(a) Representative images of Von Kossa staining of distal femoral metaphysis from PBS and Mito (LPS) mice. Scale bar, 1000  $\mu$ m ( $n = 3$ ). (b) Tb.Th analysis of mice receiving tail vein injection of LPS-treated Mito (100  $\mu$ g in 100  $\mu$ l PBS) or PBS ( $n = 5$ ); two-tailed Student's t-test. (c, d) Serum TRAP5 (c) and IL-1  $\beta$  (d) levels in PBS and mito (LPS) mice ( $n = 6$ ); two-tailed Student's t-test. (e) Representative images of Von Kossa staining of distal femoral metaphysis from Sham, OVX and OVX+Mito mice. Scale bar, 1000  $\mu$ m ( $n = 3$ ). Each error bar represents the mean  $\pm$  SD of three independent experiments. Differences were considered statistically significant at  $p < 0.05$ . \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

Supplementary Fig. 1g

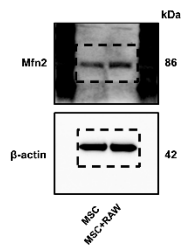

Fig. 3m

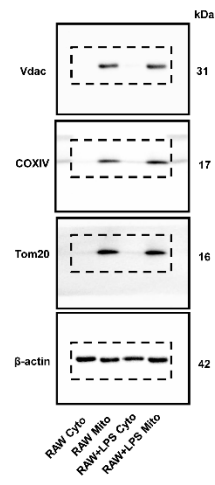

Fig. 5j

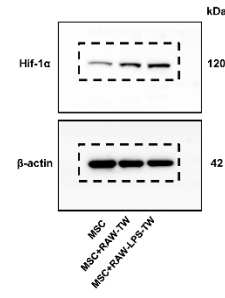

Fig. 5l

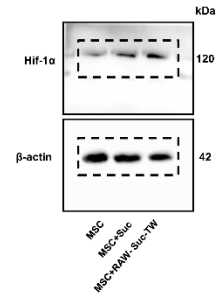

Figure S8. Original Western blot images used in main figures.

## Supplementary Table

**Table S1. Primer Sequences**

| Gene                            | Forward Sequence (5'-3')  | Reverse Sequence (5'-3') |
|---------------------------------|---------------------------|--------------------------|
| <i>Inos</i>                     | GTTCTCAGCCCAACAATACAAGA   | GTGGACGGGTCGATGTCAC      |
| <i>IL-1<math>\beta</math></i>   | GCAACTGTTCTGAACTCAACT     | ATCTTTTGGGGTCCGTCAACT    |
| <i>TNF-<math>\alpha</math></i>  | TGTCTCAGCCTCTTCTCATT      | TGATCTGAGTGTGAGGGTCT     |
| <i>CD80</i>                     | ACCCCCAACATAACTGAGTCT     | TTCCAACCAAGAGAAGCGAGG    |
| <i>IL-10</i>                    | GCTCTTACTGACTGGCATGAG     | CGCAGCTCTAGGAGCATGTC     |
| <i>IL-6</i>                     | ATAGTCCTTCCTACCCCAATTTCC  | GATGAATTGGATGGTCTTGGTCC  |
| <i>Hif1-<math>\alpha</math></i> | ACCTTCATCGGAAACTCCAAAG    | ACTGTTAGGCTCAGGTGAACT    |
| <i>Hk2</i>                      | TGATCGCCTGCTTATTCACGG     | AACCGCCTAGAAATCTCCAGA    |
| <i>Slc2a1</i>                   | CAGTTCGGCTATAAACTGGTG     | GCCCCCGACAGAGAAGATG      |
| <i>Ldha</i>                     | TGTCTCCAGCAAAGACTACTGT    | GACTGTACTTGACAATGTTGGGA  |
| <i>Tpi1</i>                     | CCAGGAAGTTCTTCGTTGGGG     | CAAAGTCGATGTAAGCGGTGG    |
| <i>Aldoc</i>                    | AGAAGGAGTTGTTCGGATATTGCT  | TTCTCCACCCCAATTTGGCTC    |
| <i>Col1</i>                     | TGGCAAAGACGGACTCAAC       | GGCAGGAAGCTGAAGTCATAA    |
| <i>Alp</i>                      | CCAACCTCTTTTGTGCCAGAGA    | GGCTACATTGGTGTGAGCTTTT   |
| <i>Runx2</i>                    | ATTACAGATCCCAGGCAGGCA     | CAGAAGTCAGAGGTGGCAGTGT   |
| <i>Osx</i>                      | CAACCTGCTAGAGATCTGAG      | TGCAATAGGAGAGAGCGA       |
| <i>Oct4</i>                     | GGCTTCAGACTTCGCCTCC       | AACCTGAGGTCCACAGTATGC    |
| <i>Sox2</i>                     | GCGGAGTGGAACCTTTTGTCC     | CGGGAAGCGTGTACTTATCCTT   |
| <i>Nanog</i>                    | TCTTCCTGGTCCCCACAGTTT     | GCAAGAATAGTTCTCGGGATGAA  |
| <i>C/EBP<math>\alpha</math></i> | CAAGAACAGCAACGAGTACCG     | GTCACTGGTCAACTCCAGCAC    |
| <i>Fabp4</i>                    | AAGGTGAAGAGCATCATAACCCT   | TCACGCCTTTCATAACACATTCC  |
| <i>Ppar-<math>\gamma</math></i> | TCGCTGATGCACTGCCTATG      | GAGAGGTCCACAGAGCTGATT    |
| <i><math>\beta</math>-actin</i> | CATCCGTAAAGACCTCTATGCCAAC | ATGGAGCCACCGATCCACA      |

How the deposited data were processed for this re-analysis (not part of the article)

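RNA-seq was measured in 2 experiments. The first compared bone marrow macrophages from OVX and sham mice, with 3 libraries each. The second compared MSCs cultured alone, MSCs across a transwell membrane from untreated RAW264.7 cells, and MSCs across it from lipopolysaccharide-treated RAW264.7 cells. It had 2 libraries of each group. All 12 libraries and all of their columns of values were used.

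According to the methods, the authors made libraries from poly(A) RNA with a directional kit, sequenced them as read pairs, removed adapters and low-quality bases with Trim_Galore, mapped the reads to GRCm38 with HISAT2 and counted them on Ensembl genes with featureCounts. The deposited values are raw counts per gene and library, neither normalized nor filtered, with replicates kept apart. The strand setting and the counting of read pairs are not stated in the methods or in the column names. The counts are whole numbers on 55487 genes. The length of each gene was also given with the deposited counts, in base pairs of exon, and was used for the length trend. Gene names came from GENCODE annotation of GRCm38, which named 55227 of the identifiers, and 22370 carried an Entrez identifier for Reactome.

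Library sizes ran from 17012923 to 45367105 counts. The median was 30922648 counts for OVX and 22200028 for sham. Among genes with 1 to 20 counts, even counts made up between 60.0% and 71.4% in each library, so the counts do not behave as single independent molecules. Ribosomal RNA took between 1.65% and 7.68% of the counts.

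Differential expression used edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes kept by filterByExpr at its default settings, and the quasi-likelihood F-test. A gene was called at a fold change of at least 2 (log2 of at least 1) and a Benjamini-Hochberg adjusted p of at most 0.05. Tests were two-sided unless stated. The BMM fit tested 15778 genes and the fit over all 6 MSC libraries tested 18806. The 6 BMM libraries were also split in all 10 ways and refitted. Log2 CPM for the principal components used a prior count of 2, centered and not scaled.

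Gene lists were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01. The 16 lists fixed by symbol and the 15 Reactome pathways, as bundled with the R package fgsea, were 2 families for the adjustment of p. The GO, KEGG and MitoCarta lists that the study used were not used here. A further 14 lists of cell-type markers were summarized without a test. Genes shown in Fig 5a, Fig 5b and Fig S6f were copied from the figures, and their medians were placed among 10000 random lists of the same size, drawn from genes of similar mean expression.

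Genes named in the text are those the study names in its text, figures and primer table, and for 2 contrasts the 5 genes with the largest rise and the 5 with the largest fall. These 2 contrasts are OVX against sham and MSC+RAW-LPS-TW against MSC+RAW-TW. The largest changes were taken among called genes whose groups do not overlap and whose mean over the libraries of the experiment is at least 5 CPM. Genes that stand for a list are named as well, and any other gene is marked as chosen after its values were seen. Where every library of a group holds at most 3 counts, levels are given in place of a fold. For list medians, such genes were also set to a bound against that floor.

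Within each group, the counts of each pair of libraries were compared by a chi-square per gene over genes with at least 20 counts in the pair. The ratio of this chi-square to the value expected from sampling alone stayed flat over the range of counts for sham replicates 2 and 3 and for the MSC+RAW-TW libraries. Those 2 pairs are each counted as 1 sample in means and SDs.

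Alternatives to the main choices included RLE normalization, DESeq2 1.42.0, no filter or a filter at a mean CPM of 1, an unadjusted p, no fold limit, the replicate number as a block, each library left out in turn, and only the 2 groups compared. For the components they were the 500 genes of highest variance, variance-stabilized counts and scaling. For lists they were fry, camera with estimated correlation, and over-representation by Fisher's exact test. Chosen after the data were seen were the sequencing run as a block, removal of lowess trends (span 0.3) on GC content and gene length, counts without ribosomal RNA genes, counts thinned to the smallest library, counts halved, and the near-identical pairs counted as 1 sample.

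The fits were tested on simulated data of the same size and depth. Genes were drawn independently at a fixed dispersion, and changes above the fold limit were put in genes of at least 5 CPM. No near-identical pair, GC trend or correlation between genes was simulated, so the results do not cover these features of the data. EdgeR recovered 200 of 200 genes changed in the BMM design with 1 false call among 15778 genes, and 200 of 200 in the MSC design with 3 false calls among 18806. DESeq2 recovered 200 of 200 in both with 0 false calls. Of 100 unchanged sets of 20 genes, camera called 0 in the BMM design and 1 in the MSC design. Tables were handled with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

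Measurements by qPCR, flow cytometry, metabolite tracing and microscopy were not analyzed here.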

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

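All tests in this part were chosen after the result was seen.

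Transcripts of the Y chromosome were present in all 6 libraries of the MSC experiment. The summed expression of 4 Y-linked genes, which the study does not discuss, was 63.4 CPM in the lowest of these libraries and 125 CPM in the highest. The 6 BMM libraries, from female mice, held 2 counts or fewer. Reads of X-linked relatives counted on the Y-linked genes are argued against by these BMM libraries, counted in the same way, where the highest sum was 2 counts. RNA or cells of RAW264.7 passing the membrane are argued against by the MSCs cultured alone, which met no such cells and had 1.4 times the Y-linked expression of the co-cultures. A mixture of female MSCs with male cells is argued against by Xist, whose highest level in the MSC libraries was 0.69% of its lowest level in the BMM libraries. What stays open is that the cells of all 3 groups may be of male origin, or that samples were exchanged. The mice the study describes are female, and the sex of the MSC donors was not found named apart from that.

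Macrophage transcripts were abundant in the MSCs cultured alone, where 20 macrophage markers had a median of 634.1 CPM. The study does not report them. Among these markers Ptprc, which encodes CD45, was between 167 and 171 CPM in MSCs alone, while the study describes its MSCs as negative for CD45. Thy1, chosen after its values were seen, was between 0.3 and 0.4 CPM there and at least 52.7 CPM in every BMM library. RNA or cells of RAW264.7 passing the membrane are argued against by a median ratio of 0.87 between MSCs alone and MSC+RAW-TW over the markers. A small share of macrophages among the MSCs is argued against by a median ratio of 0.626 between MSCs alone and the BMMs. What stays open is that these libraries may come from cultures made up largely of macrophages or macrophage-like cells, or that samples were exchanged. Neither was tested further, and no biological explanation from the design was tested.

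Stromal transcripts were present in the BMM libraries. Of 12 stromal markers, 11 were at 5 CPM or more in every BMM library, and their median was 239 CPM. Stromal cells in the BMM cultures are a candidate source and would need most of these markers to be present. The 11 of 12 are the observation that raised the question, so they cannot test it. It stays open how large their share is, and whether macrophages express part of these genes.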

How the results depend on the processing

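The run block, the fit of run B alone, the removal of GC content and length trends, counts without ribosomal RNA genes, thinned or halved counts, and the near-identical pairs counted as 1 sample were chosen after the data were seen. Where no reason is given, the cause was not tested.

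Without the limit on the fold change, the numbers of genes rose to 4144 for OVX against sham, 10989 for MSC+RAW-LPS-TW against MSC+RAW-TW, 5208 for MSC+RAW-LPS-TW against MSC and 9312 for MSC+RAW-TW against MSC, since more genes can pass. For OVX against sham the number ran from 1213 (without OVX replicate 1) to 2947 (without sham replicate 1) across the 6 fits that each left out 1 library, against 1818 with all. With the trends removed it was 826, and 590 (213 higher, 377 lower) when sham replicates 2 and 3 were also counted as 1 sample, with 433 of these genes shared. The share of higher genes went from 64.8% to 43.9% and 36.1%. Among the 4 libraries of run B alone it was 199 (109 higher, 90 lower), with 2 libraries per group. The other alternatives kept it between 1419 and 2229. A filter at a mean CPM of 1 left 2918 genes for MSC+RAW-TW against MSC, since fewer genes were tested, against 4574. The other alternatives for the MSC contrasts stayed within 1.5 times their counts, among them DESeq2 with 6699, 2443 and 4554 genes.

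With the replicate block, the replicate number entered into the fit, 2117 genes were called for OVX against sham, 1787 of them shared, and 8 lists passed as before. The numbers do not pair the samples: deviations from the group means correlated at 0.409, -0.026 and 0.353 for replicates 1, 2 and 3. In the MSC experiment no pairing by replicate number was possible, because the co-culture columns carry no usable replicate numbers. The replicate block was therefore not run there. With the run as a block instead, 6629, 2383 and 4489 genes were called for the 3 MSC contrasts, and 6 lists passed against MSC.

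The median of Fig 5a ran from 1.87 to 2.13 against MSC+RAW-TW over the fits that left out 1 library, and was 2.50 against MSC with halved counts. The median of Fig 5b was 0.56 against MSC+RAW-TW with the trends removed and ran from 0.71 to 0.84 against MSC over the fits that left out 1 library. The median of Fig S6f against MSC+RAW-TW ran from 0.08 (without MSC+RAW-LPS-TW run B) to 0.43, and was 0.06 with the trends removed.

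The number of lists past the threshold was 3 with camera's estimated correlation and 4 with over-representation for OVX against sham, and 2 and 5 for MSC+RAW-LPS-TW against MSC+RAW-TW, against 8 and 10. The counts against MSC+RAW-TW treat near copies as replicates and carry no weight as tests. Over-representation counts called genes only. With the trends removed it was 6 and 8.

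Among the genes named in the text, directions reversed for those that follow. With the trends removed and against MSC+RAW-TW, Pfkp was -0.20, Pkm 0.08 and Sp7 0.24, where Sp7 ran from -0.48 (without MSC+RAW-LPS-TW run B) to 0.09 (without run A). Against MSC, leaving out 1 library put Aldh5a1 between -0.17 and 0.22, Runx2 between -0.10 and 0.12 (-0.02 with thinned counts) and Sp7 between -0.09 and 0.46. There, Sdhaf3 ran from -0.11 (without MSC+RAW-LPS-TW run B) to 1.00, and Sdhb from -0.06 (without MSC replicate 2) to 0.11. Bglap against MSC ran from -0.87 to 0.78 when 1 library was left out.

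Among other values of single genes, alternatives set in advance left 846 as they were, with 8 weaker, and 37 moved where a library was left out, and the added ones left 721, with 19 weaker and 6 stronger. Among single lists, those set in advance left 213, with 28 weaker and 3 stronger, all 3 under fry, and the added ones left 83, with 6 weaker. The 28 weaker ones came from estimated correlation (16) and over-representation (12).

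The distance ratio of the components stayed above 1 in the alternatives run, from 1.27 to 1.79. With 3 against 3 libraries the smallest exact p is 0.1, and with 2 against 2 it is 0.333, so exact tests cannot pass 0.05 here. With the MSC+RAW-TW pair counted as 1 sample, that group has no spread of its own, and no test against it was made.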

Differences from the paper's values

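The tests in this part were set before the data were examined, except those marked as chosen after seeing the values.

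The study's counts of changed genes, 1908 with 1220 higher and 688 lower, stand beside 1818, 1178 and 640 here, which is within 1.5 times. Several of the alternatives set before the data were examined lie on the other side of the study's count, among them DESeq2 with 2013 and no filter with 2112. The first 2 components in Fig S3a hold about 52% and about 27%, read by eye, and 57.8% and 20.2% here. With scaling to unit variance they were 52.4% and 22.3%, and without OVX replicate 1 they were 53.0% and 26.4%. With sham replicates 2 and 3 counted as 1 sample, chosen after seeing the values, they were 51.7% and 27.0%.

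The study gives 3 samples per group for the MSC RNA-seq in its legends. The counts here hold 2 libraries per group.

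Fig 5b shows Pfkm highest in MSC. Here Pfkm was at 16.3 CPM in MSC, 18.9 in MSC+RAW-TW and 19.0 in MSC+RAW-LPS-TW. Fig S6f shows Sucla2 and Aldh5a1 highest in MSC. Here Sucla2 was at 48.0, 32.1 and 55.4 CPM and Aldh5a1 at 1.95, 0.36 and 2.01 CPM in the same order.

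The study states that the OVX group was enriched for HIF-1 and PI3K-Akt signaling. The HIF-1 list fixed by symbol gave a limma camera adjusted p of 0.235 and the Reactome PI3K cascade 0.742 (edgeR fit of 3 OVX and 3 sham libraries). Under 14 alternatives the HIF-1 list gave between 0.091 and 0.922. The study's own lists were not used here.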

Other observations

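In this part, the main edgeR and limma camera tests, and the fits with a library left out, were set before the data were examined. The tests of explanations were chosen after the data were seen. Of these, only the test on sham replicates 2 and 3 as near copies was chosen before its own result was seen.

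Genes changed between OVX and sham. The pattern is 1818 called genes. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes. The other 9 called 0 genes, and between 30 and 881 at an unadjusted p, against 2229 in the real split. Splits that part the near-identical sham pair are not comparable with the real split, and 3 against 3 libraries allow no smaller share. This share of splits therefore cannot decide for or against a grouping by chance. The sequencing run as the whole cause is argued against by 199 genes called among the 4 libraries of run B alone, where the other 2 splits called 0 (35 and 654 at an unadjusted p, against 1975). The run was read from the library numbers in the column names. Sequencing depth as the cause is argued against by 1653 still called with all counts thinned to the smallest library. The GC content and length trends as the whole cause are argued against by 593 still called with the trends removed. A part of the difference stays open to these trends. Of the called genes 43.9% were higher once the trends were removed, against 64.8%, so the excess of higher genes may come from the trends. In the lowest group of GC content the median deviation was 0.582 in OVX replicate 1 and -0.448 in sham replicate 2. A difference between OVX and sham marrow remains an open explanation as well.

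Mitochondrial transcripts in OVX. Nuclear Complex I genes were lower and transcripts of mitochondrial DNA were higher. With the GC content and length trends removed, limma camera adjusted p went to 0.265 for Complex I and to 0.0672 for mitochondrial DNA, where 14 alternatives ran from 0.00183 to 1.0 and from 5.34e-09 to 0.292. Both patterns may thus come from these trends. Mitochondrial DNA is poor in GC, so the trend and a biological difference are mixed for these genes, and an effect of OVX stays open.

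Inflammatory transcripts in OVX. Interferon-stimulated genes and the TNF and NF-kB targets were lower. The GC content and length trends are argued against as the cause by limma camera adjusted p of 6.77e-34 and 1.67e-13 after their removal, the lowest of the 14 alternatives for each, the highest being 0.00851 and 0.0301. For interferon-stimulated genes, limma camera gave an adjusted p of 8.01e-25 with sham replicates 2 and 3 counted as 1 sample. The list thus still ranked low. Camera sets genes against other genes, so this value says little on the spread between distinct sham samples. More stromal cells and fewer macrophages in the OVX cultures would raise all stromal markers alike. The spread of the 12 stromal markers argues against such a shift as the only difference between the cultures. It cannot decide whether the shift lowered the inflammatory transcripts, since it covers stromal genes only. Cochran's Q of their log2 fold changes was 75.6 with sham replicates 2 and 3 counted as 1 sample, where their SE alone would give about 11. It was 159.0 with the trends removed, and without Postn, with the sham pair as 1 sample, 32.9. Postn was at 2.00 (SE 0.24) and Pdgfra at -0.58 (SE 0.14), or at 0.83 and -0.84 with the trends removed. The median of 0.121 over the 12 decides nothing. Of 20 macrophage markers 15 were lower, so a smaller share of macrophages stays open as a part or the whole of the cause. A change within the stromal cells and a lower inflammatory state of cultured OVX macrophages stay open as hypotheses.

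Complex I in the MSC experiment. These genes were lower in MSC+RAW-LPS-TW than in MSC+RAW-TW. The GC content and length trends are argued against as the whole cause by a median log2 fold change of -0.92 after their removal, against -1.12 before. It lay below all of the 10000 random lists, whose lowest median was -0.80. This places the genes among other genes of the same libraries and says nothing on the spread between MSC+RAW-TW samples. The GC trend of MSC+RAW-TW, with rho of 0.519 and 0.512, went the opposite way from MSC (-0.292 and -0.427) and MSC+RAW-LPS-TW (-0.357 and -0.242). An effect of the treated macrophages, and a property of the 1 distinct MSC+RAW-TW sample, both stay open.

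The study reports qPCR of BMMs, with Nos2, Il1b, Tnf and Cd80 higher in OVX. Its flow cytometry gives shares of F4/80-positive cells with CD80 or CD206 in total bone marrow. The share with CD80 was higher and the share with CD206 lower in OVX. Such shares of marrow cells by protein are another measure than RNA levels in cultured BMMs. Whether the qPCR used the samples that were sequenced was not found stated. In the BMM libraries, Nos2, Il1b and Tnf had log2 fold changes of -2.56, -0.50 and -1.27. In the same libraries, Cd80 was higher in OVX by 1.24 in log2 (SE 0.16, edgeR adjusted p = 0.00185), and by 0.74 with the trends removed. Mrc1, which encodes CD206, was higher by 2.02 (SE 0.17, edgeR adjusted p = 0.000573). Adgre1, which encodes F4/80, changed by -1.05 (SE 0.29, edgeR adjusted p = 0.0314). EdgeR no longer called it without OVX replicate 2 (-1.04), OVX replicate 3 (-0.82) or sham replicate 1 (-0.75). Mfn2 changed by -0.56 in OVX (SE 0.14, edgeR adjusted p = 0.0226). With sham replicates 2 and 3 counted as 1 sample its edgeR adjusted p was 0.0926, and with the trends removed it changed by -0.31 (edgeR adjusted p = 0.154). Mfn2 was at 67.1, 47.7 and 61.2 CPM in MSC, MSC+RAW-TW and MSC+RAW-LPS-TW. Sdhb changed by -0.78 in OVX (SE 0.15, edgeR adjusted p = 0.00672), and by -0.41 with the trends removed (edgeR adjusted p = 0.038).

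Osteogenic genes in MSC+RAW-LPS-TW against MSC changed by 0.03 in log2 for Runx2, 0.22 for Sp7, -0.18 for Alpl and 0.78 for Col1a1. Without 1 library Runx2 ran from -0.10 to 0.12 and Sp7 from -0.09 to 0.46, so their direction against MSC stays open. Against MSC+RAW-TW, Runx2, Sp7, Alpl and Col1a1 changed by 0.37, -0.17, -0.57 and 0.75. With the GC content and length trends removed these were 0.2, 0.24, -0.12 and 1.08. Bglap, at most at 2.7 CPM in the MSC experiment, changed by 0.06 against MSC and -2.34 against MSC+RAW-TW. The latter was -1.85 with the trends removed. Without 1 library the change against MSC ran from -0.87 to 0.78, so its direction stays open as well. S100a8 was at 429 CPM (SD 124, n = 2) in MSC+RAW-LPS-TW, while S100a9, chosen after its values were seen, was at 0.03 CPM there.

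For the marker lists, median log2 fold changes of OVX against sham were -0.66 for macrophages, -0.80 for osteoclasts, 0.58 for osteogenic genes, 0.12 for stromal genes, 0.40 for MSC surface markers, -0.54 for B cells, -0.63 for T and NK cells, -0.23 for dendritic cells, -0.35 for erythroid cells, -0.26 for mast cells and basophils and -0.27 for neutrophils. The female marker Xist changed by 0.99. Of the stemness genes 0 reached 5 CPM in every library of either experiment, and the Y-linked genes were not tested in the BMMs.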
